# A Systems Approach Implicates a Brain Mitochondrial Oxidative Homeostasis Co-expression Network in Genetic Vulnerability to Alcohol Withdrawal

**DOI:** 10.3389/fgene.2016.00218

**Published:** 2017-01-03

**Authors:** Nicole A. R. Walter, DeAunne L. Denmark, Laura B. Kozell, Kari J. Buck

**Keywords:** alcoholism, withdrawal, *N*-acetylcysteine, oxidative stress, congenic, mouse models

## Abstract

Genetic factors significantly affect vulnerability to alcohol dependence (alcoholism). We previously identified quantitative trait loci on distal mouse chromosome 1 with large effects on predisposition to alcohol physiological dependence and associated withdrawal following both chronic and acute alcohol exposure in mice (*Alcdp1 and Alcw1*, respectively). We fine-mapped these loci to a 1.1–1.7 Mb interval syntenic with human 1q23.2-23.3. *Alcw1/Alcdp1* interval genes show remarkable genetic variation among mice derived from the C57BL/6J and DBA/2J strains, the two most widely studied genetic animal models for alcohol-related traits. Here, we report the creation of a novel recombinant *Alcw1/Alcdp1* congenic model (R2) in which the *Alcw1/Alcdp1* interval from a donor C57BL/6J strain is introgressed onto a uniform, inbred DBA/2J genetic background. As expected, R2 mice demonstrate significantly less severe alcohol withdrawal compared to wild-type littermates. Additionally, comparing R2 and background strain animals, as well as reciprocal congenic (R8) and appropriate background strain animals, we assessed *Alcw1/Alcdp1* dependent brain gene expression using microarray and quantitative PCR analyses. To our knowledge this includes the first Weighted Gene Co-expression Network Analysis using reciprocal congenic models. Importantly, this allows detection of co-expression patterns limited to one or common to both genetic backgrounds with high or low predisposition to alcohol withdrawal severity. The gene expression patterns (modules) in common contain genes related to oxidative phosphorylation, building upon human and animal model studies that implicate involvement of oxidative phosphorylation in alcohol use disorders (AUDs). Finally, we demonstrate that administration of N-acetylcysteine, an FDA-approved antioxidant, significantly reduces symptoms of alcohol withdrawal (convulsions) in mice, thus validating a phenotypic role for this network. Taken together, these studies support the importance of mitochondrial oxidative homeostasis in alcohol withdrawal and identify this network as a valuable therapeutic target in human AUDs.

## Introduction

Alcohol use disorders (AUDs) are a leading cause of global disease burden, disability-adjusted life years, and years lost to disability (Whiteford et al., 2013). Currently, three medications (naltrexone, acamprosate, and disulfiram) are approved by the FDA for the treatment of alcohol dependence, and these primarily target reduction of heavy drinking days. Additional investigational drugs may reduce relapse after a period of abstinence (e.g., ondansetron, baclofen, and topiramate; Johnson et al., 2003, 2007; Addolorato and Leggio, 2010; Batki and Pennington, 2014; Soyka and Lieb, 2015). Unfortunately, these medications have little or no therapeutic efficacy in some patients and/or cause serious side effects, nor do they directly target the alcohol withdrawal symptoms associated with physiological dependence.

Alcoholism is a heterogeneous disorder with a complicated relationship between biological (e.g., genetic) and environmental factors. Human studies have generally identified markers associated with AUD diagnoses and endophenotypes. Social environment, stress, mental health status, and age are all known to impact development and severity of AUDs. Based on family and twin studies, about 50% of AUD risk is genetically influenced (Agrawal and Lynskey, 2008; Verhulst et al., 2015). Despite this high heritability, the genetic determinants of AUD risk remain largely unknown, hindering the development of effective therapeutic and preventative strategies (Ducci and Goldman, 2012).

Because human studies are often retrospective, underpowered, and confounded by comorbid disorders (e.g., abuse of additional substances), animal models are invaluable tools toward the discovery and validation of risk genes and pathways. Seizures, a well-known consequence of dependence and one of the most feared manifestations of withdrawal in alcoholics, are considered “rebound” phenomena owing to ethanol-induced compensatory (homeostatic) processes in the brain. Physiological and behavioral withdrawal signs in mice are similar to those in humans, and many species exhibit convulsions during severe withdrawal and reduced seizure thresholds even during mild withdrawal (Heilig et al., 2010). Although no animal model duplicates clinically defined alcoholism, behavioral assessment of specific factors thought to constitute the motivational forces that perpetuate use and contribute to relapse are useful surrogates for identifying potential genetic determinants of liability in humans. Animal models for alcohol withdrawal symptoms are also useful to determine the effectiveness of potential pharmacotherapies designed to target these forces. Due to their striking divergence in a number of alcohol-related traits, including predisposition to physiological dependence and associated withdrawal, the DBA2/J (D2) and C57BL/6 (B6) mouse strains are the two most widely utilized genetic animal models of AUDs.

Using B6D2-derived genetic models, we previously detected and localized quantitative trait loci (QTLs) on mouse chromosome 1 that significantly affect withdrawal severity following both chronic (*Alcdp1*; Buck et al., 2002) and acute (*Alcw1*; Buck et al., 1997) alcohol exposure. Subsequently, using a panel of novel chromosome 1 QTL interval-specific congenic strains, we finely mapped *Alcdp1* and *Alcw1* to the same 1.1 Mb interval (Kozell et al., 2008). The fact that the QTLs map to the same interval, herein referred to as *Alcw1/Alcdp1*, is consistent with the idea that the same gene or genes contribute to the mechanism(s) of action and phenotypic effects of both QTLs. The present studies are the first to use small donor segment congenics to isolate QTLs on *reciprocal* genetic backgrounds, thus utilizing two *Alcw1/Alcdp1* models, one of which (R8) possesses the smallest (1.1–1.7 Mb) recombinant congenic interval on a B6 background (Kozell et al., 2008). For the second *Alcw1/Alcdp1* model, we report the creation of the first reciprocal congenic (R2) on a D2 background. Due to the near-elimination of confounding genetic background effects, congenic models are extremely powerful tools for elucidating the gene or genes underlying QTL phenotypic effects (Shirley et al., 2004; Kozell et al., 2008, 2009; Doyle et al., 2014; Kato et al., 2014; Kobayashi et al., 2014). QTLs affecting a variety of phenotypes and behaviors in addition to *Alcw1/Alcdp1* have been localized to distal mouse chromosome 1 (Mozhui et al., 2008), making this an attractive target for investigation. Numerous studies have also found significant associations with AUD risk across a broad area of human 1q (Ehlers et al., 2010).

Quantitative trait loci mapping has become a common approach to identify chromosomal regions with a gene(s) influencing a complex trait such as AUD (Milner and Buck, 2010). Identification of quantitative trait genes (QTG) can provide valuable genetic targets for therapeutic interventions. However, often the effects of a single QTG may not be strong enough to detect or strong enough to disrupt the phenotype. However, complementary system genetics approaches such as network analyses can detect important, more subtle gene expression changes to identify biological mechanisms affecting the phenotype and introduce new potential targets for disruption. Similar to QTL analyses, systems genetics integrates genomic and phenotypic data to analyze complex traits (Nadeau and Dudley, 2011; Civelek and Lusis, 2014). For the microarray data presented here, we used weighted gene co-expression network analysis (WGCNA), a systems biology method to describe correlations beyond differential expression (DE) (Langfelder and Horvath, 2008). WGCNA identifies subtle patterns of gene expression clusters (modules), which change coherently and are directly impacted by genotype. We then assessed these modules for biological function to identify mechanisms or pathways contributing to alcohol withdrawal vulnerability.

Molecular network analyses are an important complement to standard QTG identification in translational approaches to complex disease (Emilsson et al., 2008). In some cases, a QTG may be the same in mouse and human (Mogil et al., 2003), while in others, determining additional players and dynamics of the larger network in which candidate QTGs operate may provide more relevant translational utility (Sieberts and Schadt, 2007). Thus, integrating evidence for the influence of an individual gene located within the QTL with that of the co-expression network of the gene can improve understanding of the mechanism by which that gene affects complex traits. The present studies seek to elucidate a mechanism(s) involved in the actions of a QTL with a large effect on genetic predisposition to alcohol withdrawal.

## Materials and Methods

### Animals

B6 and D2 strain breeders were purchased from the Jackson Laboratory. The R2 congenic and the previously developed reciprocal R8 congenic strain (Kozell et al., 2008) were created in our colony at the Veterinary Medical Unit of the Portland VA Medical Center. All congenic and wildtype (WT) animals used were bred in our colony or purchased from Jackson Laboratory. The R8 congenic contains a 1.1 Mb of D2 chromosome 1 introgressed onto an inbred B6 background (minimal 170.9–172.13 Mb; maximal 170.4–172.14 Mb; build GRCm38) (Kozell et al., 2008). Here, we used our D2.B6^-^*^D1Mit206^* congenic strain (Kozell et al., 2008) as the point of departure to develop the reciprocal congenic (R2). Individual animals with recombination within the starting congenic interval were backcrossed to produce multiple offspring with the same recombinant genotype.

R2 heterozygotes were intercrossed to generate the R2 homozygotes, R2 heterozygotes, and WT littermates used for behavioral phenotypic comparisons. Once the congenic strain was established, they were inbred for no more than three generations before being backcrossed to background strain. Heterozygous offspring were intercrossed, and their full-congenic offspring were used as breeders for mice used in the molecular studies. Congenic and background strain mice were housed in the same room. Background strain animals were inbred for three generations. This breeding scheme is much more conservative than that recommended by Jackson Laboratories (10 generations) to limit genetic drift.

Only male mice were used in molecular analyses. Both males and females were used for behavioral studies. Mice were group-housed 2–4 per cage by sex. Mouse chow (Purina #5001) and water were available *ad libitum*, and lights were on from 6:00 to 18:00 with the room temperature maintained at 22.0 ± 1.0°C. All procedures were approved by the VA Medical Center and Oregon Health & Science University Institutional Animal Care and Use Committees in accordance with United States Department of Agriculture and United States Public Health Service guidelines.

### Baseline and Alcohol Withdrawal Enhanced Convulsions

Physiological dependence is defined operationally as the manifestation of physical disturbances (withdrawal) after alcohol administration is suspended. Genetic variation in alcohol withdrawal severity was examined by monitoring handling-induced convulsions (HICs) associated with withdrawal, which is a sensitive index of withdrawal severity (Goldstein and Pal, 1971; Crabbe et al., 1991a). McQuarrie and Fengl (1958) first reported that alcohol withdrawal is apparent in mice following a single hypnotic dose, and this was later shown to be genetically determined (Crabbe et al., 1991b). The initial detection and fine-mapping of a QTL on distal chromosome 1 affecting alcohol withdrawal utilized this acute model (Buck et al., 1997; Kozell et al., 2008). This QTL also affects predisposition to withdrawal following chronic alcohol exposure (Buck et al., 2002; Kozell et al., 2008). Importantly, to avoid confounding by tolerance observed in chronic models (Crabbe et al., 1991a), and to assess central nervous system (CNS) alcohol-sensitivity, the present studies utilize the acute model. Details of this acute alcohol withdrawal procedure have been published (Kruse et al., 2014). In the R2 congenic comparison, R2 homozygotes, heterozygotes, and WT littermates were tested. The mice were scored twice for baseline (pre-ethanol) HICs 20 min apart, followed by a single sedative-hypnotic dose of ethanol (4 g/kg, i.p., 20% v/v in saline) and scored hourly between 2 and 12 h post-ethanol administration. In order to create an index of alcohol withdrawal for each animal that is independent of potential individual differences in baseline HIC scores and reflects differences in withdrawal convulsion severity, post-ethanol HIC scores were corrected for the individual’s average pre-ethanol (baseline) HIC score as in previous work (Kruse et al., 2014). Individual alcohol withdrawal severity scores were then calculated as the area under the curve (i.e., the sum of the post-ethanol HIC scores) from 1 to 12 h post-ethanol.

Additionally, we tested the potential influence of *N*-acetylcysteine (NAC) on baseline and alcohol withdrawal enhanced HICs. The NAC dose and number and timing of NAC administrations were selected based on previous work demonstrating a significant increase in endogenous glutathione in rodent brain (Pocernich et al., 2000) and on our pilot empirical results. Male and female D2 strain mice were used to facilitate detection of either a decrease or increase in withdrawal severity. Using a 2 × 2 factorial design, approximately half of the mice were administered NAC (300 mg/kg, i.p., at both -48 and -24 h relative to ethanol administration) and the other half received vehicle (10 ml/kg saline at both -48 and -24 h). Baseline HIC scores and alcohol withdrawal severity scores were calculated as described above, except a subset of mice was also scored at 24 h to verify that HICs returned to baseline.

### Behavioral Data Analyses

Withdrawal severity scores were determined to be normally distributed based upon a non-significant Chi-Square test and analyzed using an Analysis of Variance (ANOVA) (Systat 13, Systat Software Inc.). When significance was indicated (*p* < 0.05), this was followed by *post hoc* (Tukey) analysis, with significance set to *p* < 0.05 (two-tailed).

### Genotypic Analyses

DNA for genotyping was extracted from ear punch tissue using the Epicentre Quick Extract protocol according to the manufacturer’s instructions. Genotype analyses were performed using standard protocols for simple sequence length polymorphisms (e.g., MIT markers) and single nucleotide polymorphisms (SNPs) using fluorescent probes (Applied Biosystems Taqman methods).

### Gene Expression Microarray and Quantitative PCR (QPCR) Analyses

A total of 32 naïve male animals were used for Illumina Mouse Ref8 v2 array analyses (10 R8, 10 B6, 6 R2, and 6 D2). A separate group of 22 naïve males was used (*n* = 11 per strain) for confirmation testing using quantitative PCR (QPCR) and additional complementary analyses. Whole brain was isolated immediately after cervical dislocation and frozen in liquid nitrogen, and total RNA isolated from individual animals using a standard Trizol method as in previous work (Daniels and Buck, 2002). cRNA was hybridized to Illumina Mouse Ref8 v2 arrays by the OHSU Microarray Core exactly per manufacturer instructions. Data preprocessing steps closely followed that used in previous work (Iancu et al., 2010). Using the R application environment^1^ and Bioconductor^2^, outlier samples were removed and samples normalized using lumi (Du et al., 2008). For genotype dependent DE on the microarray data, we chose an uncorrected *p* = 0.01 threshold based on previous detection of validated DE comparing R8 and background strain animals with a similar threshold (Denmark and Buck, 2008) and on the minimal genetic variation (<1%) between congenic and WT strains. QPCR was used for validation testing of putative DE genes, as well as to query additional genes of interest not represented on the array, as in previous work (Denmark and Buck, 2008).

### Weighted Gene Co-expression Network Analysis (WGCNA)

Parallel WGCNA (Zhang and Horvath, 2005; Langfelder and Horvath, 2008) were performed similarly to previous work (Iancu et al., 2012; Metten et al., 2014) using the R8B6 and R2D2 datasets. Expression data were first filtered for detection across all samples. Gene (probe) expression variability is described by the coefficient of variation (CV), and this variation is lower among congenic and background strain animals than for more genetically diverse populations (e.g., the HSNPT 8-strain cross; Iancu et al., 2013). Therefore, to optimize network robustness (Fuller et al., 2007) and consistency with variation thresholds (Iancu et al., 2013), only probes with a CV ≥ 0.013 were considered adequately variable and included in the network analyses. Pearson correlations were computed between all gene pairs and subsequently raised to a power beta (β = 10) chosen in accordance with the scale free criteria (Zhang and Horvath, 2005), resulting in an adjacency matrix. To detect modules, this matrix was clustered utilizing the hybrid adaptive tree cut procedure following Langfelder and Horvath (2008), with clustering parameters: minimum module size = 20, deepSplit = 4, cutHeight = 0.9999. Each module was arbitrarily assigned a color, and expression properties condensed into a representative profile or module eigengene (ME), reflecting the first principal component of each module (Langfelder and Horvath, 2007). Subsequently, modules with a correlation greater than 0.80 (cutHeight = 0.20) were merged.

### Module Quality and Overlap

To validate network construction, we assessed module robustness in the consensus networks for B6 and R8 (R8B6) and D2 and R2 (R2D2). In each case, gene co-expression modules were compared to random groups of genes from the respective network analyses (Langfelder et al., 2011). Module quality was quantified as *Z* scores, which were derived by comparing module properties (e.g., connectivity) with the same properties derived from 300 sets of random genes approximately the same size as the true modules. Shared membership between R8B6 and R2D2 modules was assessed for each module pair and significance calculated using Fisher’s exact test to assign a p-value to each pairwise overlap.

### kME, kWithin, Gene Significance

Details of our approach (based upon Langfelder and Horvath, 2008; Langfelder et al., 2011) are provided in previous work (Metten et al., 2014). In these, module membership (kME) is a natural measure of connectivity that describes how closely a probe/gene resembles the ME, and intramodular connectivity (kWithin) is calculated as the sum of connection strengths within distinct modules (Langfelder and Horvath, 2008). These measures tend to be highly correlated in co-expression networks, allowing identification of the most highly connected genes, i.e., hubs, likely to have functional and biologically relevant systems-level influence. Gene significance *p*-values (GSP) were generated for each probe in the network analyses (Langfelder and Horvath, 2008), indicating the level of significance of the correlation of a probe to a related trait (genotype).

### Module Preservation

In order to evaluate whether modules in the R8B6 co-expression network were preserved in the R2D2 co-expression network, module preservation statistics were calculated in WGCNA (Langfelder et al., 2011). Z summary (an aggregation of multiple preservation *Z* statistics) was calculated based on 100 permutations using adjacency data. The higher the value of a *Z* statistic, the stronger the evidence that the observed value of the preservation statistic is significantly higher than expected by chance.

### Functional Assessment of Modules

We used Gene Weaver (Baker et al., 2012) to identify curated, published datasets similar to our modules based on gene membership. Beyond these, we also assessed potential mechanisms of co-expression driven by *Alcw1/Alcdp1* genes and that in other published datasets by identifying the intersection of each module with 50 Hallmark gene sets in the Molecular Signatures Database (MSigDB) (Subramanian et al., 2005). Hallmark gene sets summarize and represent specific, well-defined biological states or processes and are generated by a computational methodology that identifies gene set matches. Lastly, we quantitatively assessed cell type enrichment of module members using gene markers for mouse neuronal cell types (Cahoy et al., 2008) and Fisher’s exact test followed by Bonferroni correction.

## Results

### Reciprocal Congenics (R2 and R8) Capture an Alcohol Withdrawal QTL

The present studies seek to elucidate a mechanism(s) involved in the actions of a QTL with a large effect on genetic predisposition to alcohol withdrawal. We previously established the impact of a distal chromosome 1 QTL (*Alcw1/Alcdp1*) on genetic vulnerability to alcohol withdrawal convulsions in mice using a small donor segment congenic (R8; Kozell et al., 2008). Genotypic analysis determined the minimal introgressed interval of the newly created R2 congenic to be 10.2 Mb (164.3–174.5 Mb; maximal 164.1–174.6 Mb; build GRCm38), which encompasses the entire R8 1.1 Mb donor interval (**Figure 1A**). Following acute ethanol administration, HIC scores of R2 homozygotes, heterozygotes, and WT littermates increased above baseline, indicative of rebound hyperexcitability (a withdrawal sign), beginning between 4 and 6 h post-ethanol administration, and peaking in severity approximately 7–8 h post-ethanol (**Figure 1B**). Baseline HICs did not differ among R2 homozygotes, heterozygotes, and WT littermates (0.38 ± 0.15, 0.87 ± 0.17, and 0.55 ± 0.21, respectively, *F*_2,95_ = 2.2, *p* = 0.12, NS). However, alcohol withdrawal severity scores (**Figure 1C**) were significantly different among the three genotypes (*F*_2,94_ = 6.80, *p* = 0.002), with less severe withdrawal in R2 homozygotes than heterozygote and WT littermates (*p* = 0.007 and *p* = 0.004, respectively). Taken together with previous studies demonstrating that withdrawal following chronic and acute alcohol exposure is significantly more severe in R8 congenic compared to appropriate background strain animals (Kozell et al., 2008), these results are consistent with the conclusion that the influence of *Alcw1/Alcdp1* on alcohol withdrawal severity is significant on both high and low withdrawal genetic backgrounds.

**FIGURE 1:**
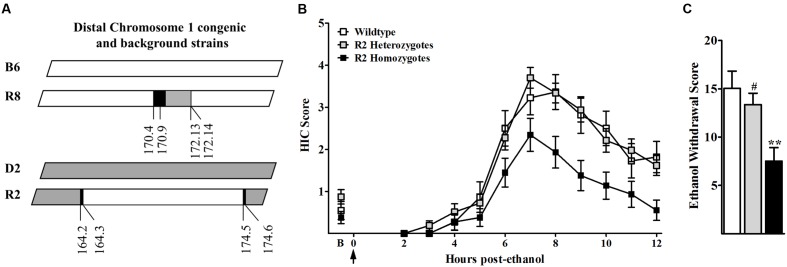
**(A)** R8 congenic animals possess a small 1.1 Mb donor (D2, gray) segment from distal chromosome 1 on an inbred B6 (white) genetic background. The reciprocal congenic, R2, possesses a larger 10.2 Mb donor (B6, white) interval from the same region of distal chromosome 1 on an inbred D2 (gray) genetic background. Boundary regions (within which the recombination site is located) are indicated in black. **(B)** Mice were scored twice for baseline HICs (indicated by B) immediately before administration of 4 g/kg ethanol (arrow = injection at time 0). Post-ethanol HICs were scored hourly from 2 to 2 h post-ethanol in R2 homozygotes (black squares), R2 heterozygotes (gray squares), and WT littermates (open squares) (*N* = 27, 44, and 16 mice per genotype, respectively). After 4–5 h, convulsion scores increased above baseline, indicating a state of withdrawal hyperexcitability that peaks about 6–8 h post-administration. Data represent the HIC score (mean ± SEM). **(C)** Alcohol withdrawal severity scores (corrected mean AUC ± SEM) for R2 homozygote, R2 heterozygote and WT littermates are shown. ^∗∗^Significantly different (*p* < 0.005) than WT littermates; ^#^Significantly different (*p* < 0.01) than R2 homozygotes.

### *Alcw1/Alcdp1* Affects Genome-Wide Differential Expression (DE)

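Whole-brain RNA of 32 naïve male mice was hybridized to Illumina Mouse Ref8 v2 arrays, with 1 array per mouse: 10 R8, 10 B6, 6 R2 and 6 D2. The R8 congenic carries a short D2 segment of distal chromosome 1 on the B6 background, and the R2 congenic carries a longer B6 segment of the same region on the D2 background. R8 minus B6 and D2 minus R2 are therefore both the effect of the D2 allele against the B6 allele. The deposited values are the average bead signal (an intensity) and the detection p-value of each of 25697 probes on each array, to which the authors had applied no normalization and no background subtraction. A further deposited table holds the intensities after the authors' quantile normalization across the 32 arrays. The median signal over all probes ranged from 380.2 to 566.3 in the R8 arrays, from 382.8 to 578.5 in B6, from 396.4 to 558.3 in R2 and from 424.7 to 535 in D2. At a detection p under 0.01, the median number of probes above background was 11682.5 per R8 array, 11584.5 per B6 array, 11281.5 per R2 array and 11592.5 per D2 array.
The arrays of each comparison were normalized together, without the other strains, by limma's neqc method, which corrects for background with negative-control levels inferred from the detection p-values, applies quantile normalization and takes log2 after an offset of 16. Probes detected in at least 10 of the R8 and B6 arrays, or in at least 6 of the R2 and D2 arrays, were compared between congenic and background strain with limma's moderated test. The adjusted p-values are Benjamini-Hochberg values over the probes tested, 11665 for R8 and B6 and 11455 for R2 and D2. Counts at an unadjusted p under 0.01, the threshold of the paper, stand beside those at an adjusted p under 0.05. Of the probes, 23978 carry 1 gene symbol in the platform table, 0 carry several and 1719 carry none, of which 20 were named through Supplementary Table 1. A gene with several tested probes is represented by the probe with the highest mean signal. Genes were placed in the maximal R8 interval (170.4 to 172.14 Mb of chromosome 1, build GRCm38) or the maximal R2 interval (164.1 to 174.6 Mb) by their coordinates. The number of arrays limits the precision of every difference.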

We next compared genome-wide gene expression in *Alcw1/Alcdp1* congenics (R2 and R8) to appropriate background strain animals (D2 and B6, respectively) using naïve animals to minimize the effects of individual differences in alcohol response. These data can thus not only inform genetic predisposition to withdrawal, but also potentially inform additional behaviors influenced by *Alcw1/Alcdp1* allelic status (pleiotropy). We used whole brain to assess gene expression in all critical brain regions, and we identified 147 significantly (*p* < 0.01) DE genes between R8 and B6: 13 (9%) are physically located within the R8 introgressed interval (*cis*-regulated), and the remaining 134 (91%) are located elsewhere in the genome (*trans*-regulated). 

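The genes that differed most between R8 and B6 lie in the same stretch of chromosome 1 of GRCm38. Fcer1g (171229572 to 171234349) encodes the signalling chain shared by several Fc receptors, and Fcgr3 (171051169 to 171065915) encodes a receptor for immunoglobulin G; in brain both are expressed mainly by microglia. Fcer1g was at least 5.45-fold lower in R8, where it was detected in 0 of 10 arrays, than in B6, where it was detected in 10 of 10. Fcgr3 was higher in R8 by 1.34 on the log2 scale (standard error 0.100, adjusted p = 1.35e-08 from limma, n = 10 per strain), with all 10 R8 arrays above every B6 array. Adamts4 (171250129 to 171262267), a protease of the extracellular matrix that oligodendrocytes also express, was higher by 1.37 (standard error 0.072, adjusted p = 1.14e-11 from limma).
In all, 9 of the 11665 probes passed an adjusted p of 0.05, each for a different gene, and all 9 genes lie in the R8 interval. B4galt3 (a Golgi galactosyltransferase, 171270328 to 171276895) was 1.47-fold higher in R8, although its other tested probe gave a log2 difference of 0.08 (p = 0.218). Sdhc (a subunit of complex II, 171129157 to 171150640) was 1.32-fold higher. Vangl2 (planar cell polarity, 172000960 to 172027318) had a log2 difference of -0.75 (standard error 0.075, adjusted p = 1.78e-06), and Ppox (an enzyme of heme synthesis in mitochondria, 171276991 to 171281193) one of -0.47 (standard error 0.052, adjusted p = 1.19e-05). Copa (a coatomer subunit, 172082529 to 172122332) and Ufc1 (which conjugates the ubiquitin-like UFM1, 171288564 to 171295002) were lower by smaller amounts, with log2 differences of -0.43 and -0.29. Usp21, a deubiquitinase in the same stretch, had a log2 difference of -0.38 and an adjusted p of 0.0510; it passed the threshold under 10 of the other processing settings.
At an unadjusted p under 0.01 there were 121 probes of 116 genes, 71 higher and 50 lower in R8 (53 and 52 with median scaling), where 116.65 probes would be expected if no gene differed. Of 21 genes of the R8 interval tested, 15 were among them, a larger share than of the 8896 genes not placed there (Fisher's exact test, p = 1.04e-24). Of the probes not placed in the interval 0 passed the adjusted threshold, and 516 had an unadjusted p under 0.05. The smallest p there belonged to 1 probe of Tfpt on chromosome 7 (log2 difference 0.39, adjusted p = 0.0698), whose probe with the highest signal differed by 0.02. Tmem229b on chromosome 12, a membrane protein, followed with a log2 difference of 0.24 (standard error 0.050, adjusted p = 0.0724), and then Pisd-ps1 on chromosome 11 with -0.62 (adjusted p = 0.0994). Tmem98, Enpp6 and Gpr17, expressed in cells of the oligodendrocyte lineage, had log2 differences of 0.31, 0.28 and 0.28 (adjusted p = 0.164, 0.184 and 0.396), and the other probe of Tmem98 gave 0.05 (p = 0.475).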

As expected, with the relatively larger R2 donor interval (compared to R8 interval), more significantly (*p* < 0.01) DE genes were detected between R2 and D2 than between R8 and B6. Among the 316 DE genes, 19 (6%) are located within the R2 donor interval (*cis*-regulated), and 297 (94%) reside elsewhere (*trans*-regulated). 

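Among the genes that differed between R2 and D2, the Fc receptor chain Fcer1g again had the smallest p, and it was at least 4.65-fold higher in R2 (detected in 6 of 6 R2 and 0 of 6 D2 arrays). Genes of the R2 interval beyond the R8 interval were also called. Ackr1 (173331886 to 173333503), the chemokine-binding receptor of red cells and vessels, was higher in R2 by 0.58 (standard error 0.074, adjusted p = 0.00361 from limma). Tada1 (166379167 to 166393621), a subunit of the SAGA transcriptional coactivator, was higher by 0.82 (standard error 0.109, adjusted p = 0.00362), and Kcnj9 (172320508 to 172329322), a subunit of G-protein-gated potassium channels in neurons, had a log2 difference of -1.08 (standard error 0.167, adjusted p = 0.0129). In each of these genes, all 6 R2 arrays lay on 1 side of all 6 D2 arrays.
Altogether 18 of the 11455 probes, of 17 genes with unnamed probes counted as genes, passed an adjusted p of 0.05, 13 higher and 5 lower in R2, and 12 of them lie in the R2 interval. The other genes of the interval were Vangl2 (0.93), Fcgr3 (-1.23), the uridine kinase Uck2 (0.48), Ccdc181 (0.57), Adamts4 (-0.94), Sft2d2 (0.42), Copa (0.52) and 1 probe of the glutathione transferase Mgst3 (-0.56), whose probe with the highest signal gave -0.17 (p = 0.0443). A further 6 called probes are not placed in the interval, 2 of them because they have no known position. With a term for blocks of 8 neighbouring columns of the deposited table, 9 of the 18 calls were kept. Bex4, an X-linked regulator of microtubules (136138996 to 136140443), had log2 differences of 0.42 and 0.53 by its 2 probes. Ccno and Trappc5 were higher by 0.60 and 0.55, each with an adjusted p of 0.0454 and with 5 of 6 R2 arrays above every D2 array, and each lost its call when any 1 of 10 arrays was left out. The calls of Copa (8 of 12 arrays), Sft2d2 and Bex4 (6 each) and ILMN_2642681 (5) were also lost when 1 array was left out. The remaining probes have no gene name: ILMN_1256907 had a difference of -1.07, in which R2 replicate 3 lay apart from the other R2 arrays, and ILMN_2642681 one of 0.45.
At an unadjusted p under 0.01 there were 312 probes of 301 genes, 153 higher and 159 lower in R2, with 114.55 expected by chance. They held 23 of 44 genes tested in the R2 interval and 278 of 8752 genes not placed there (Fisher's exact test, p = 8.89e-23). With the term for blocks of neighbouring columns, the count of 312 probes became 175. Of 100 splits of the same arrays, the real one included, 5 gave as many probes, so chance is not excluded for the number. Outside the interval, the transcription factor Atf5 was higher in R2 by 0.47 (standard error 0.090, adjusted p = 0.0612), as were the amino acid transporter Slc7a3 by 0.45 (adjusted p = 0.0967) and the kinase Itpka by 0.31 (adjusted p = 0.166).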

All of the gene (microarray probe) comparisons, including the DE probes, are provided in **Supplementary Table 1**. Among the 147 DE genes identified in the R8 vs. B6 comparison, 16 were also identified in R2 vs. D2 (**Figure 2**). 

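Genes past an unadjusted p of 0.01 in both comparisons numbered 17, against 3.98 expected from the 115 and 299 genes called among 8648 genes tested in both (Fisher's exact test, p = 3.725e-07). The R8 interval held 12 of them, among them Adamts4, B4galt3, Copa, Fcer1g, Fcgr3, Ncstn, Nit1, Ppox, Ufc1, Usp21 and Vangl2. Each of the 12 had the same direction of the allele effect on both backgrounds. Ncstn, a subunit of the gamma-secretase that processes Notch and the amyloid precursor, had an effect of the D2 allele of -0.26 on the B6 background and -0.47 on the D2 background. Nit1, an amidase that hydrolyses deaminated glutathione, had effects of -0.16 and -0.23.
Uck2 lies in the R2 interval beyond the R8 interval, where R8 and B6 carry the same sequence, and had differences of 0.11 in R8 and 0.48 in R2, each against its background strain. Outside the R2 interval 4 genes passed in both comparisons, where 3.19 were expected (Fisher's exact test, p = 0.562). The nuclear pore gene Aaas had effects of the same direction, 0.19 and 0.26. Lims2, Rgs3 and Slc7a5 (the gene of LOC100047619) had effects of opposite direction, 0.22 and -0.26, 0.24 and -0.45, and 0.13 and -0.40, the first 2 by different probes in each comparison. Slc7a5, a transporter of large neutral amino acids, was higher in both congenics than in their background strains. Ccdc127 had differences of 0.00 (p = 0.972) and 0.17 (p = 0.0244) by its probe with the highest signal, and 0.16 (p = 0.00342) and 0.11 (p = 0.120) by the other.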

Nine of the shared DE genes are *cis-*regulated (*Adamts4, B4galt3, Copa, Fcgr3, Ncstn, Nit1, Ppox, Usp21*, and *Vangl2*), while six show *trans*-regulation in both (*Aaas, LOC100047619, Ccdc127, Gjc2, Lims2*, and *Pnkp).* The remaining shared DE gene (*Uck2*) is located within the R2 introgressed interval but beyond the R8 donor interval. As expected, DE is more conserved for *cis*-regulated genes than those showing *trans*-regulation.

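Across the 21 genes of the R8 interval measured in both comparisons, the effect of the D2 allele had the same sign in 17. Adamts4 and Fcgr3 were higher with the D2 allele on both backgrounds, while Vangl2, Copa, Ppox, Usp21 and Ufc1 were lower with it on both. Across genes, which are not independent replicates, the effects correlated with r = 0.991 (rho = 0.951), and with r = 0.962 (rho = 0.943) over the 20 genes without Fcer1g. Outside the R2 interval the same correlation over 8605 genes was 0.184 (rho = 0.202). At an adjusted p under 0.05 in both comparisons there were 5 genes, Adamts4, Copa, Fcer1g, Fcgr3 and Vangl2, all of the R8 interval. A test of the difference between backgrounds (limma's interaction of allele and background, 32 arrays, 12351 probes) called 14 probes, of which 7 lie in the R2 interval and 0 in the R8 interval. At those 7, R8 and B6 carry the same sequence, so only R2 and D2 differ there by genotype. For the other called probes, the background and the longer R2 segment cannot be told apart. Adamts4 had a larger effect on the B6 background, with a difference between backgrounds of -0.44 (p = 0.0074, adjusted p = 0.498). Sdhc had an effect of 0.10 (standard error 0.115, p = 0.408) on the D2 background against the call on the B6 background, but its interaction did not pass the test (p = 0.0293, adjusted p = 0.57). The paper states from its counts of shared genes that differential expression is more conserved for genes of the interval than for genes elsewhere.

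**Figure D1:**
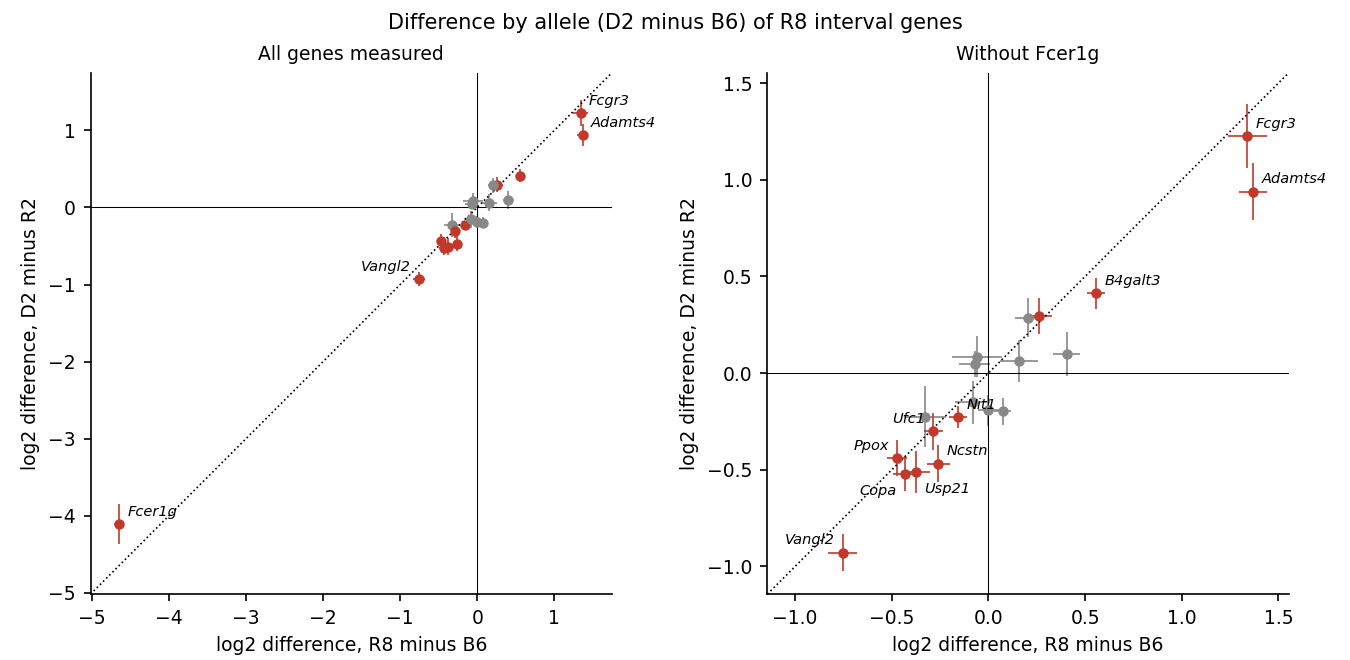
Effect of the D2 allele on expression (log2 of the D2 allele minus the B6 allele) of the 21 genes of the R8 interval on the B6 background (x axis, R8 minus B6) and on the D2 background (y axis, D2 minus R2), with all genes on the left and without Fcer1g on the right. Bars are standard errors, red points have p under 0.01 in both comparisons and the dotted line marks equal effects.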

**FIGURE 2:**
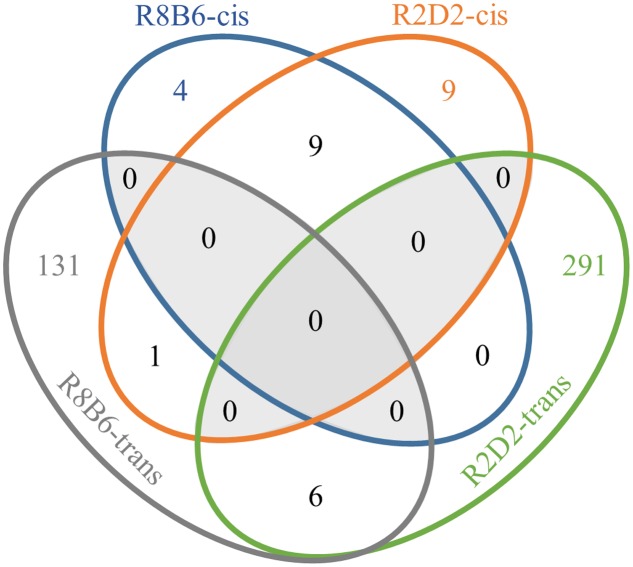
**Venn diagram illustrating correspondence of R8 vs. B6 differentially expressed genes and R2 vs. D2 differentially expressed genes**.

For stringent DE validation by QPCR, we compared the *Alcw1/Alcdp1* congenic with the smaller introgressed interval (R8) to appropriate background strain (B6) animals (**Supplementary Table 2**). 

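The arrays measured these genes in other animals than the QPCR, and only the array side is given. Ppox, Copa and Ufc1 were called lower in R8, as described, and Sdhc was called higher, with a log2 difference of 0.40 (standard error 0.071, adjusted p = 0.0107 from limma, n = 10 per strain). Ncstn was lower by both of its probes, with log2 differences of -0.26 and -0.22 (adjusted p = 0.183 and 0.184). Alyref2, the RNA export factor that the paper names Refbp2, had a difference of -0.33 (standard error 0.109, p = 0.00633). Nit1 had differences of -0.16 and -0.27 by its probes. The largest increase among these genes was that of Adamts4. Pex19 (peroxisome assembly), Usf1 (a transcription factor) and Nos1ap (an adaptor of neuronal nitric oxide synthase) had differences of 0.07 (p = 0.122), -0.08 (p = 0.385) and -0.06 (p = 0.662), and the other probe of Usf1 gave 0.11 (p = 0.306). Apoa2 was detected in 0 R8 and 0 B6 arrays, and no probe carries the name Atf6 or Tstd1.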

We tested 9 of the 13 genes implicated as DE by microarray and *cis*-regulated in an *Alcw1/Alcdp1* dependent manner. QPCR confirmed DE for 7 of these: *Ppox, Copa, Ncstn, Refbp2, Sdhc, Ufc1*, and *Ndufs2*. For the remaining two genes, QPCR detected either no evidence of DE (*Nit1*) or DE in the opposite direction of microarray (*Adamts4*). Differential results for microarray and QPCR data are not unusual (Morey et al., 2006), as both are based on probe hybridization which can detect transcript variation. Probe quality can also affect results, with QPCR being more sensitive than microarray. Furthermore, with markedly more alternative splicing events in brain than other tissues (Xu et al., 2002; de la Grange et al., 2010), the impact of splicing variation on probe specificity may contribute to the expression discordance we observed. Different sample sets were used for microarray and QPCR analyses, so batch effects may also contribute. We further tested by QPCR three genes within the R8 congenic interval that either lacked a microarray probe or had very low signal, and detected DE for all three: *Apoa2, Atf6*, and *Tstd1.* Three additional *cis-*regulated genes did not show DE on microarray, but were indicated as such by QPCR: *Nos1ap, Pex19*, and *Usf1*. We considered all of the *cis*-regulated genes demonstrating DE by QPCR to be candidate QTGs in subsequent *Alcw1/Alcdp1* analyses, which is further explored below.

To confirm *trans*-regulated genes, we prioritized genes recognized as potential interaction partners with R8 interval *cis*-regulated genes. QPCR confirmation for *trans*-regulated genes was not as high; only two of six genes implicated by microarray showed significant DE in the corresponding direction (*Mt2, Ndufa10*), while the other four showed DE in the opposite direction (*Eif2a, Cox6b2, Atp6ap1*, and *Atf4*). 

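On the arrays, Mt2, a metallothionein that binds zinc and copper, was higher in R8 than in B6 by 0.24 on the log2 scale (standard error 0.104, p = 0.0314 from limma, n = 10 per strain). Cox6b2, an isoform of a complex IV subunit, was lower, with a difference of -0.26 (standard error 0.071, p = 0.0013, adjusted p = 0.50), and Ndufa10, an accessory subunit of complex I, had -0.13 (p = 0.0128). For Atp6ap1, an accessory subunit of the vacuolar proton pump, the difference was 0.08 (p = 0.0591), and for Atf4, the transcription factor of the integrated stress response, -0.04 (p = 0.484). Of these genes, Cox6b2 alone had a p under 0.01, and none passed the adjusted threshold. No probe carries the name Eif2a. The QPCR used other animals.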

Six *trans*-regulated genes were not represented on the array or had sub-threshold signal, two of which (*Snrp1c, Wdfy1*) showed DE by QPCR. 

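In the 10 R8 and 10 B6 arrays, the endoplasmic reticulum chaperone Hspa5 had a log2 difference of -0.04 (standard error 0.103, p = 0.703 from limma), and the neurotrophin gene Bdnf one of -0.06 (p = 0.181). The stress response genes Asns, Ddit3 and Cebpb had differences of 0.00, 0.00 and 0.05. Differences for the complex I subunits Ndufv1 and Ndufb6 were 0.01 and 0.01, and for the complex IV subunit Cox6a2 -0.09. Gad1, which makes GABA, differed by -0.06, the sodium pump subunit Atp1b2 by 0.11, the junction protein Jam2 by 0.09 and Nudt3 by -0.14. The remaining genes with a tested probe, Taz, Mt1, Itpka, Gclc, Bex1 and Aldh2, lay between -0.10 and 0.06. Crh was detected in 3 R8 and 5 B6 arrays and Wdfy1 in 0 and 0, too few for the test. Over all trans genes that the paper tested by QPCR and that had a tested probe, 31 genes, the arrays gave 13 higher and 18 lower in R8, with a median log2 difference of -0.02 and a largest size of 0.26. The QPCR was run on other mice, and its raw values are not used here.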

Importantly, out of 26 *trans*-regulated genes showing no DE on microarray, QPCR detected significant DE for 20 (*Taz, Nudt3, Ndufv1, Ndufb6, Mt1, Jam2, Itpka, Hspa5, Gclc, Gad1, Eif2a, Ddit3, Crh, Cox6a2, Cebpb, Bex1, Bdnf, Atp1b2, Asns*, and *Aldh2*).

We then explored potential functional relevance for genotype-dependent DE (*p* < 0.01) by assessing both congenic datasets for overlap using Molecular Signatures Database and Hallmark gene sets (see Materials and Methods). For these analyses we only used those on the microarray and not the additional data from QPCR because those were selected based on known interactions or pathways. 

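Subunits of the respiratory complexes and enzymes of fatty acid oxidation were compared between R8 and B6 as fixed lists, since the Hallmark sets themselves are not among the files. Complex II had 1 of its 3 measured subunits called, Sdhc of the R8 interval, while the others, Sdhd and Sdhb, had p = 0.261 and 0.480, although another probe of Sdhb gave a log2 difference of -0.32 (p = 0.00382). Complex IV had 1 of 14, Cox6b2, lower in R8, which passed when adjusted over the list alone, and 10 of the 14 had negative differences (median -0.03). Complexes III and V (8 and 16 subunits), the citric acid cycle (16 enzymes) and fatty acid oxidation (21 enzymes) had 0 genes with a p under 0.01, and 0 when adjusted over the list alone. In fatty acid oxidation 16 of 21 genes had positive differences, with a median of 0.02.
Camera, a test of a list against all other genes with a preset correlation of 0.01, gave adjusted p-values over 28 lists of 0.694 for complex I, 0.0901 for complex II, 0.694 for complex III, 0.0706 for complex IV, 0.256 for complex V, 0.642 for the citric acid cycle and 0.256 for fatty acid oxidation. Complex IV passed when B6 replicate 2 (adjusted p = 0.0388) or R8 replicate 7 (0.0491) was left out, and complex II when R8 replicate 10 was (0.0496).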

The R8/B6 DE genes significantly (FDR < 0.05) overlapped with four Hallmark gene sets: Fatty_Acid_Metabolism, UV Response_Up, Myogenesis, and Oxidative_Phosphorylation. The R2/D2 DE genes significantly (FDR < 0.05) overlapped with 17 Hallmark gene sets, including E2F_Targets, G2M_Checkpoint, and Unfolded_Protein_Response (see **Supplementary Table 1** for full list of results). 

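Between R2 and D2, the genes of the unfolded protein response did not differ as a list, and Asns and Chac1 were the members with the smallest p. Asns, which makes asparagine, was higher by 0.26 on the log2 scale (standard error 0.070, adjusted p = 0.271 from limma, n = 6 per strain) and Chac1, which degrades glutathione, by 0.37 (standard error 0.104, adjusted p = 0.278). Both passed when adjusted over the list alone, out of 21 genes (p = 0.0023 and 0.00255), but not over all probes. The other probes of Asns gave 0.29 (p = 0.0276) and 0.13 (p = 0.258). For Atf4 the difference was 0.31 (p = 0.0127). The list of chaperones and unfolded protein response genes as a whole went both ways, 10 genes up and 11 down, with an adjusted p of 0.797 from camera.
Replication and mitosis genes, a stand-in for the E2F and G2M sets, were higher in R2 in 11 of 14 cases (median 0.04, adjusted p = 0.351), with the cohesin subunit Smc1a first at 0.15 (p = 0.0266). None of the 14 had a p under 0.01. Proteasome subunits were higher in 19 of 28 (adjusted p = 0.351) and heat shock proteins in 12 of 22 (adjusted p = 0.904). Proteins of the cytosolic ribosome were higher in 27 of 33 (median 0.06), led by Rpl14 at 0.42 (p = 0.0115), and their adjusted p of 0.0949 became 0.00833 without D2 replicate 5. Over the 28 lists tested, camera called 0 in R2 against D2, and 0 with an estimated correlation. Fry, which asks whether the genes of a list move on balance 1 way, called 2, the genes of the R8 interval and those of the R2 interval outside it (both adjusted p = 0.00809).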

Only one set (UV Response_Up) had significant overlap in both R8/B6 and R2/D2 comparisons, but lacked any DE genes in common. Such non-overlap in Hallmark gene sets between reciprocal congenics could be due to the larger interval (and thus many more genes) in R2 compared to R8, genetic background effects (Liang et al., 2010), or the fewer number of individuals included in the R2/D2 dataset.

### WGCNA Identifies Consensus *Alcw1/Alcdp1* Networks in Reciprocal Congenics

Standard DE analysis can be limited to explain complex traits, which rely on the concerted effects of many genes (Gaiteri et al., 2014). To explore the more subtle organization and interactions affected by *Alcw1/Alcdp1*, we performed parallel WGCNA (Langfelder and Horvath, 2008) on both congenic/background genome-wide expression datasets. 

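The modules of both networks were taken from Supplementary Tables 3 and 4, since the network construction itself was not repeated, and their probes were found among the deposited probes by gene and by the genotype correlation that the tables print (tolerance 0.05). This placed 513 of 516 candidate rows of the R8B6 network (565 rows in all) and 802 of 807 of the R2D2 network (879 rows). The printed correlation and p of a probe together give the number of arrays, 19 for R8B6 and 11 for R2D2, so 1 array was left out of each network. Leaving out R8 replicate 10 gave a correlation with the table of 0.997 (median absolute difference 0.00182), and leaving out D2 replicate 1 gave 0.995 (0.0020), closer than for any other array. The methods of the paper say that outlier samples were removed. Values of the modules are therefore given over those 19 and 11 arrays unless all arrays are named.
From the normalized log2 values, the eigengene of a module was its first principal component, oriented by the table. Coherence was the mean correlation between pairs of the probes of a module, with signs taken from the eigengene. Its Z score compares it with 10000 random sets of as many probes drawn from the same network. In the arrays of the other comparison, which did not choose the module, the same Z score was computed over the probes measured there. Differences of an eigengene between congenic and background strain were tested by two-sided permutation, exact for R2D2 and with 1e+05 resamples for R8B6, and adjusted over the 11 modules with at least 3 matched probes. Blocks of 8 neighbouring columns of the deposited table served as a check on the order of the arrays, in which the strains are mixed.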

WGCNA uses unsupervised clustering to reduce large gene expression datasets into a network of modules defined by correlated expression patterns.

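After detection in every array, 10321 probes remained for R8 and B6 and 10226 for R2 and D2. With the neqc values over the 19 and 11 arrays, 4907 and 5076 of them had a coefficient of variation of at least 0.013. With the authors' quantile-normalized intensities on the log2 scale the numbers were 2200 and 2525, and without background correction 2170 and 2569. Over all 20 and 12 arrays the numbers were 5045 and 6269, 2318 and 3901, and 2281 and 3953, so that D2 replicate 1 alone moved the last 2 counts of R2D2 by more than 1.5 times. A coefficient of variation divides by the mean log2 signal, which the background correction lowers for weak probes. Over the 19 and 11 arrays, a standard deviation of at least 0.242 for R8B6 and 0.234 for R2D2 would keep as many probes as the networks hold. With the neqc values over those arrays, 505 and 783 of the networks' own matched probes reached the coefficient of variation of 0.013. How many of them reach the standard deviation was not counted. Fcer1g, Adamts4, Fcgr3 and Vangl2, called in both comparisons, are among the probes of both networks.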

Two consensus co-expression networks were constructed, R8B6 and R2D2, consisting of 565 and 879 probes, respectively, that met inclusion criteria, including CV threshold. A schematic of the workflow is shown in **Figure 3**. Given the relatively small degree of genetic variation among *Alcw1/Alcdp1* congenic and background strain animals, network sizes are smaller than we have previously observed for WGCNA using heterogeneous stocks and other populations. Four modules in R8B6 and eight modules in R2D2 were defined by hierarchical clustering. These modules were assigned arbitrary colors, with total number of probes in each module given in parentheses: R8B6_blue_ (125), R8B6_brown_ (246), R8B6_green_ (140); R2D2_black_ (76), R2D2_brown_ (91), R2D2_green_ (157), R2D2_greenyellow_ (221), R2D2_pink_ (73), R2D2_purple_ (149), R2D2_turquoise_ (111). The gray module is reserved for genes not readily assigned to any other module (Langfelder and Horvath, 2007): R8B6_gray_ (54) and R2D2_gray_ (1). Probes and corresponding genes for each module are listed in **Supplementary Tables 3** and **4**. Potential module hubs are elaborated on in the discussion.

**FIGURE 3:**
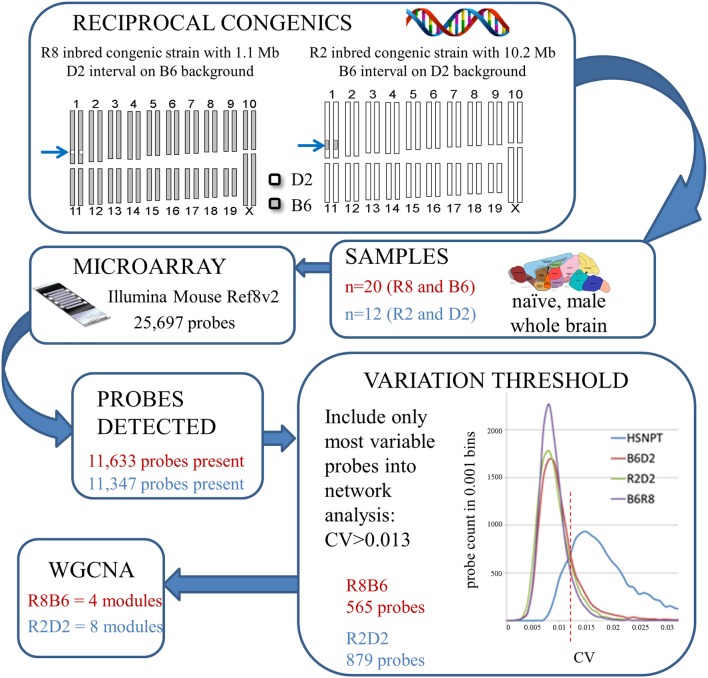
**Microarray and parallel weighted gene co-expression network analysis (WGCNA) workflow summary for each comparison of congenic and background strain**.

### Network Validation via Module Quality

Demonstrating statistical reproducibility of gene co-expression modules is critical for ensuring valid network architecture, i.e., ensuring that module clustering is not an artifact of batch effects. We used a bootstrapping procedure comparing average module connectivity to that of random gene groups to confirm network partition accuracy (Langfelder et al., 2011; Metten et al., 2014). This procedure generates *Z* scores for each module as a measure of quality: >2 is considered moderate and >10 is considered high. Two of the R8B6 modules are high quality (*Z*_brown_ = 11.5, *Z*_green_ = 20.5), one is moderate quality (*Z*_blue_ = 8.4), and as expected, the gray module does not vary from random connectivity (*Z*_gray_ = 1.4). 

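In the R8B6 network, the brown module, which holds the interval genes Copa and Ncstn, had a coherence of 0.426 against 0.256 in random sets (Z = 13.7, 224 probes, 19 arrays). The green module, with the chaperone gene Hsp90aa1, the cohesin gene Rad21 and the interval genes Sdhc and Pfdn2, had 0.428 (Z = 8.71, 123 probes). The blue module had 0.393 (Z = 6.65, 114 probes), and this Z was 1.92 when each gene was matched by its probe with the highest signal. The gray module holds the called interval genes Adamts4, B4galt3, Fcer1g, Fcgr3, Ppox, Ufc1 and Vangl2 and had a coherence below that of random sets, 0.152 (Z = -3.22, 52 probes). With the block means removed, the green module's Z was 2.28 and those of brown and blue were 12.7 and 9.43. The modules were chosen on these arrays, so these values are no independent evidence.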

Five of the R2D2 consensus modules are high quality (*Z*_green_ = 21.2, *Z*_greenyellow_ = 19.6, *Z*_pink_ = 17.8, *Z*_purple_ = 21.2, *Z*_turquoise_ = 10.3), and two are moderate quality (*Z*_black_ = 4.6, *Z*_brown_ = 8.0). 

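Of the R2D2 modules, green (with the complex I genes Ndufa5 and Ndufa7) had a coherence of 0.592 over 11 arrays, where random sets of network probes had 0.311 (Z = 13.0, 143 probes). Greenyellow, with the hub Nono, had Z = 11.7 (202 probes), purple, with Hsp90aa1, Z = 11.5 (134 probes) and turquoise Z = 9.18 (106 probes). The pink module, which holds Fcer1g, Vangl2, Ackr1, Tada1, Kcnj9 and other genes of the R2 interval, had Z = 8.03 (62 probes). Brown had Z = 5.78 and black Z = 4.80, the latter 0.966 with the probe of the highest signal for each gene. When the mean of each strain was removed first, the Z of pink was -0.96 and that of brown was 0.15, while those of green, greenyellow, purple and turquoise were 11.8, 11.0, 7.57 and 7.68. With the means of the blocks of neighbouring arrays removed instead, greenyellow had Z = 3.83, and green, purple and turquoise had 10.3, 10.3 and 8.28. Over both networks, 10 of 11 modules had a Z above 2 and 4 had a Z above 10.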

A quality score could not be determined for R2D2_gray_ because it contains only one gene.

### An Oxidative Phosphorylation (OXPHOS) Module Is Common to Reciprocal Congenic Networks

As in DE analyses, we performed a preliminary query on the R8B6 and R2D2 WGCNA consensus networks for existing overlap in the Hallmark gene sets of the Molecular Signatures Database. Overlap of modules in both reciprocal congenic consensus networks with well-curated gene sets may indicate common neurobiological mechanisms contributing to the influence of *Alcw1/Alcdp1* on alcohol withdrawal severity. Such co-expression patterns are frequently subtle, involve different sets of genes, and are thus not detected at the relatively low level of resolution afforded by DE analysis alone (Gaiteri et al., 2014).

These analyses revealed remarkable correspondence between multiple modules in both co-expression networks and the Hallmark gene set for Oxidative_Phosphorylation (OXPHOS) (**Supplementary Table 3** for R8B6 and **Supplementary Table 4** for R2D2). Specifically, five high quality modules (R8B6_green_, R8B6_blue_, R8B6_brown_, R2D2_green_, and R2D2_greenyellow_) significantly overlapped with the OXPHOS Hallmark gene set (FDR *q* = 2.2 × 10^-5^, 1.4 × 10^-2^, 4.7 × 10^-2^, 6.9 × 10^-6^, 3.0 × 10^-6^, respectively), indicating the presence of functionally relevant co-expression in both reciprocal congenics despite the lack of detection by DE analysis alone.

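Nuclear subunits of complexes I to V, fixed as a list in place of the Hallmark set, were counted in each module. R8B6 green held 4, Atp5e of ATP synthase, Cox7b of complex IV, Ndufb4 of complex I and Sdhc, where 1.22 were expected from the detected genes (Fisher's exact test, p = 0.033). R2D2 greenyellow held 5, among them Atp5e, Cox7b and Ndufb4 again and cytochrome c (Cycs), where 1.90 were expected (p = 0.0413). R2D2 green held 4, Atp5o, Cox6b1, Ndufa5 and Ndufa7 (1.30 expected, p = 0.0404). The brown module of R8B6 held 1, Cycs, with 2.11 expected. After adjustment over the 11 modules, the smallest p was 0.152 against the detected genes and 0.354 against the network genes, so 0 modules passed. Of the 73 listed genes that were detected, 6 are in the R8B6 network and 10 in the R2D2 network. The Hallmark set holds further mitochondrial genes, which this list leaves out.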

### Module Commonality in Reciprocal Congenics

To further resolve a potential unifying mechanism, we assessed shared membership between co-expression modules in the R8B6 and R2D2 consensus networks (**Figure 4**), which have 311 genes in common. 

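Rad21, which encodes a subunit of cohesin, and Tspyl4 ranked among the probes closest to the eigengene in both R8B6 green and R2D2 greenyellow. These modules shared 61 probes, where 29.6 would be expected among the 311 probes that both networks hold (Fisher's exact test, p = 3.07e-16, adjusted p = 9.82e-15 over 32 pairs). R8B6 brown and R2D2 purple shared 48 (26.0 expected, adjusted p = 1.52e-08). Blue with turquoise and brown with brown shared 20 each (9.68 and 9.78 expected, adjusted p = 0.00112 and 0.000263). Gray and pink shared 7, among them interval genes (adjusted p = 0.0151), and blue and black shared 12 (adjusted p = 0.0358). Against all genes detected in both comparisons, 20 of the 32 pairs passed instead of 6.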

The most significant overlap was observed between R8B6_green_ and R2D2_greenyellow_, with 61 genes in common. As shown above, these two modules also have the most significant overlap with the OXPHOS Hallmark gene set. Collectively, these results strongly support validity of the OXPHOS modules on both background strains and highlight the convergence of co-expression patterns that are not dependent upon background strain.

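The genes of R8B6 green, among them Hsp90aa1, Map2k1, Rad21, Atp5e and Cox7b, were also correlated in the R2 and D2 arrays, with a coherence of 0.419 and Z = 7.35 over 119 probes (11 arrays). Those of R2D2 greenyellow, among them Nono, Rad21 and Cycs, had Z = 3.58 in the R8 and B6 arrays (201 probes, 19 arrays). Purple, brown of R8B6, green of R2D2 and turquoise had Z = 7.03, 4.67, 4.03 and 3.91, and blue had 2.03, in the arrays that did not choose them, so that 7 of 11 modules had a Z above 2. Without D2 replicate 3 the value for brown was -0.74. Pink, the module of the R2 interval genes, had Z = -2.37 there and gray -3.68.
The eigengene of R8B6 green followed the place of the arrays in the deposited table, while that of R2D2 greenyellow did not pass the same test. Blocks of 8 neighbouring columns accounted for an R2 of 0.636 of the R8B6 green eigengene (permutation p = 0.0016, adjusted p = 0.0176 over 11 modules) and of 0.558 of the R2D2 greenyellow eigengene (permutation p = 0.0997, adjusted p = 0.50). Each block holds 2 or 3 arrays of R8 and of B6, and 1 or 2 of R2 and of D2. The eigengenes did not differ by genotype (r = -0.195, permutation p = 0.420, and r = 0.128, permutation p = 0.71). With the block means removed, the Z in the other arrays was 1.57 for green and 0.48 for greenyellow, and 7.48 for purple. From the overlap of the modules with the OXPHOS set and the genes they share, the paper reasons that there is strong support for valid OXPHOS modules on both background strains, with converging co-expression patterns that do not depend on the background.

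**Figure D2:**
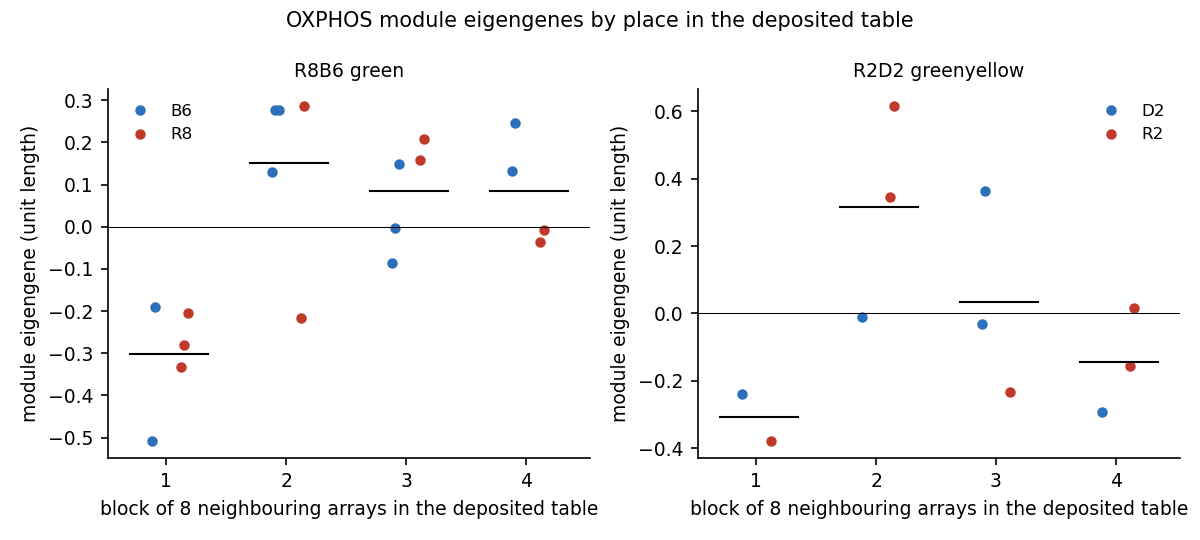
Eigengene (no unit) of R8B6 green in the R8 and B6 arrays and of R2D2 greenyellow in the R2 and D2 arrays, by block of 8 neighbouring columns of the deposited table. Points are arrays, coloured by strain, and black lines are block means, which are lowest in block 1 for both (-0.303 and -0.309). For greenyellow that mean rests on 2 arrays. The left-out D2 replicate 1, also of block 1, is not shown and had an eigengene of 0.256 when all arrays were used.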

**FIGURE 4:**
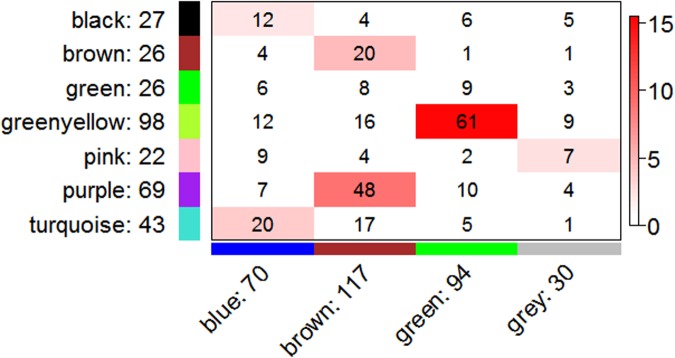
**Correspondence of co-expression in R8B6 and R2D2 consensus network modules.** Rows represent one R2D2 module (labeled by color and text), and columns represent one R8B6 module. Numbers in each cell indicate gene counts in the intersection of the corresponding modules. Coloring of the table encodes - log(p), with significance as Fisher’s exact test *p*-value for overlap of the two modules. Greater significance is indicated by a more intense red color.

### Network Modules Most Correlated to Genotype

One overall goal of these studies is to understand the genetic basis of the significant, measurable variation in alcohol withdrawal severity observed behaviorally in animal models. To this end, we analyzed four strains with such demonstrable behavioral variation (two *Alcw1/Alcdp1* congenic models and appropriate background strain animals) for genetic factors that may putatively contribute. These genetic factors can thus be considered a phenotype of alcohol withdrawal severity and a molecular biomarker of predisposition (vulnerability). Importantly, to focus on the latter, as well as avoid potential confounds of alcohol on gene expression, here we used naïve animals in all studies. In network analyses, modules correlated to genotype are associated with the trait of alcohol withdrawal vulnerability. Each module was correlated to the genotype using standard WGCNA methods for gene significance (Langfelder and Horvath, 2008). 

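Eigengenes were compared between congenic and background strain for 11 modules. R8B6 gray, with the interval genes Adamts4, Fcgr3 and Vangl2, had a mean eigengene of 0.214 ± 0.121 (SD, n = 9) in R8 and -0.193 ± 0.104 (SD, n = 10) in B6. Its correlation with genotype was r = 0.886 (permutation p = 1e-05, the smallest that the resamples can give, adjusted p = 0.00011) and rho = 0.866 (permutation p = 1e-05), with r = 0.895 without the 2 arrays farthest from the median and 0.927 within blocks of neighbouring arrays. R2D2 pink had a mean of -0.244 ± 0.172 (SD, n = 6) in R2 and 0.293 ± 0.129 (SD, n = 5) in D2. Here r was -0.887 (exact permutation p = 0.00433, adjusted p = 0.0238) and rho was -0.866 (exact permutation p = 0.00433). The r without the 2 farthest arrays was -0.884 and r within blocks was -0.940.
R2D2 brown, which holds 0 genes of the R2 interval, had r = -0.719 (exact permutation p = 0.013, adjusted p = 0.0476) and rho = -0.751 (exact permutation p = 0.0173, adjusted p = 0.0635, past the threshold by r alone), with r of -0.602 without the 2 farthest arrays and -0.733 within blocks. Its adjusted p was 0.05 or more when any 1 of 8 arrays was left out, with r from -0.796 to -0.674 over the arrays. Over all arrays, the left-out R8 replicate 10 (eigengene 0.0842) and D2 replicate 1 (0.326 for pink and 0.601 for brown) included, r was 0.882 for gray (permutation p = 2e-05), -0.902 for pink (exact permutation p = 0.002165) and -0.721 for brown (exact permutation p = 0.0108). The other 8 modules had adjusted p-values of 0.310 or more.

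**Figure D3:**
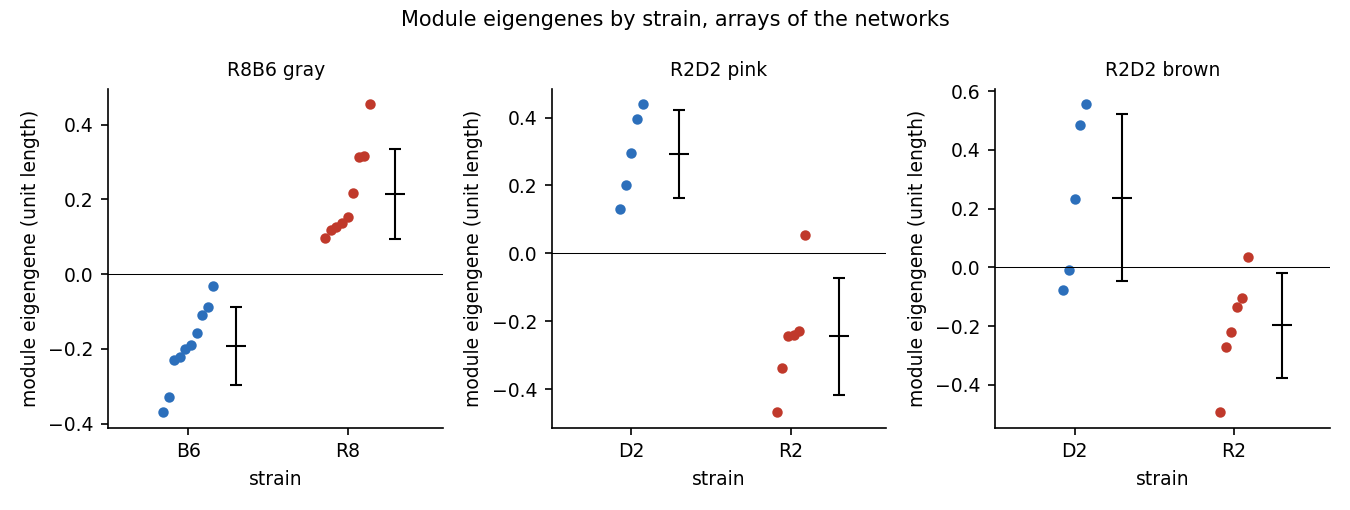
Eigengenes (no unit) of R8B6 gray, R2D2 pink and R2D2 brown by strain. Points are arrays and bars are the mean ± SD. The R2 and D2 arrays separate in pink, and R8 and B6 in gray, with means of 0.214 and -0.193.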

Three modules showed significant correlation (R8B6_gray_ *r* = 0.9, *p* = 5.8 × 10^-7^; R2D2_pink_ *r* = -0.9, *p* = 2.6 × 10^-4^; R2D2_brown_ *r* = -0.7, *p* = 1.2 × 10^-2^). Two of these modules contain the highest percentage of genes located within their respective congenic intervals (R8B6_gray_ = 8, 15%; R2D2_pink_ = 16, 22%). 

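The probes of R8B6 gray in the R8 interval were those of Adamts4, B4galt3, Fcer1g, Fcgr3, Nos1ap, Ppox, Ufc1 and Vangl2, 8 of 54 (14.8%). Of these, Nos1ap alone had no call between R8 and B6. R2D2 pink held 16 probes of the R2 interval among 73 (21.9%), for Ackr1, Adamts4, B4galt3, Ccdc181, Copa, Fcer1g, Fcgr3, Kcnj9, Mgst3, Pex19, Sdhc, Sft2d2, Tada1, Uck2 and Vangl2. In the other modules the share was highest in R2D2 purple, with 3 of 149 probes (2.01%) for Fam78b, Ncstn and Ufc1. Sdhc and Pfdn2 are in R8B6 green, 2 of 140 probes.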

R2D2_pink_ also contains 26 genes located beyond the congenic interval that are significantly correlated to genotype. In contrast, all 38 genes correlated to genotype in the R2D2_brown_ module are located beyond the congenic interval (i.e., *trans*-regulated genes).

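The genotype p-values of single probes are those that the study printed for its networks. They were not recomputed, so the counts are no independent evidence. In R2D2 pink, 47 probes had a genotype p under 0.05, and 32 of these are not placed in the R2 interval. Of these 32, 17 had a p under 0.01. The counts are of probes, while the paper counts genes. In R2D2 brown, 38 probes had a genotype p under 0.05, 38 of them outside the interval, and 10 had a p under 0.01. Bex4, called between R2 and D2, is in pink by both of its probes. R2D2 purple had 22 such probes, 19 of them outside. In R8B6 gray, 14 probes passed 0.05, of which 7 lie outside the R8 interval and 5 of these passed 0.01.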

### Network Modules Correlated to Cell Type

Using specific cell type data (Cahoy et al., 2008) based on our previous methods (Metten et al., 2014), we tested modules for enrichment in neuronal cell types, oligodendrocytes, and astrocytes. No significant cell type enrichment was found for any of the modules in either dataset.

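Fixed lists of marker genes stood in for the published cell type data, and 99 pairs of list and module were tested. Against the other genes of the network, 0 passed Bonferroni correction by Fisher's exact test. The smallest p was for oligodendrocyte markers in R2D2 black, 5 genes (Car2, Cnp, Mobp, Mog and Trf) where 1.28 were expected (p = 0.00571, corrected p = 0.566). Against all detected genes, 3 pairs passed. These were the oligodendrocyte markers in black (corrected p = 0.00034), 7 myelin genes, Fa2h, Gpr17, Mal, Mbp, Mobp, St18 and Ugt8a, in R2D2 greenyellow (0.704 expected, corrected p = 0.000418), and red cell genes, Alas2, Hba-a1 and Hbb-b2, in greenyellow (corrected p = 0.00679). In R8B6 green there were 4 oligodendrocyte markers, Mal, Mobp, Mog and Opalin (0.449 expected, corrected p = 0.0946).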

### OXPHOS Modules Are Common to Diverse Alcohol-Related Networks

We identified a common genetic signature (co-expression modules) in chromosome 1 reciprocal congenics; however, this does not necessarily conclude specific influence of the chromosome 1 interval and its accompanying alcohol withdrawal severity locus. It is possible that the co-expression modules we detected are actually a resting state pattern common to many populations. Remarkably, we and others have observed OXPHOS modules in WGCNA of multiple AUD datasets in both animal models and human studies of alcohol dependence, thereby validating biological relevance of these pathways (Gaiteri et al., 2014). To minimize additional complexity contained in R2 data due to the substantially larger introgressed region than R8, we limited comparisons with other datasets to the most robust OXPHOS R8B6 module (R8B6_green_). Using Gene Weaver (Baker et al., 2012), we identified two modules in other previously published datasets that display significant gene membership correspondence with the OXPHOS R8B6_green_ module. First, network analyses in B6D2-derived mice selected for dual traits of high alcohol consumption and low alcohol withdrawal severity and *vice versa* (SOT and NOT lines, respectively; Metten et al., 2014) identified a co-expression module (SOT/NOT_lightpink4_) with pronounced corKME disruption that overlapped with the OXPHOS Hallmark gene set (FDR *q* = 7.8 × 10^-20^). SOT/NOT_lightpink4_ was also the module most enriched for DE genes between the SOT and NOT lines (*p* < 2 × 10^-88^). Sixty-six genes within this module are shared in the R8B6_green_ module, including *Sdhc*, an *Alcw1/Alcdp1* candidate QTG with multiple lines of supporting evidence (further explored below). Given that dual selection included the alcohol withdrawal severity behavioral trait, this convergence indicates OXPHOS could be an important contributory genetic mechanism.

Gene Weaver also identified fifty-seven genes from the R8B6_green_ OXPHOS module in common with the blue module from network analyses on mice selected for haloperidol-induced catalepsy (Iancu et al., 2012). These strains were derived from the heterogeneous stock of a 4-way cross of B6, D2, BALB/cJ, and LP/J strains (HS4). The HS4_blue_ module also significantly overlaps the OXPHOS Hallmark gene set (FDR *q* = 2.9 × 10^-11^). Furthermore, considering that a haloperidol response QTL is centered less than 5 Mb distal to the R8 congenic interval on chromosome 1, it is feasible that the OXPHOS co-expression module was selected in the haloperidol response by proximity to the alcohol withdrawal QTL. While confirmation is necessary, these results support involvement of this distal chromosome 1 region in an OXPHOS mechanism correlated to behavior.

Our results pointing to the involvement of an OXPHOS network in risk for alcohol withdrawal in naïve animals lead to the question of whether this co-expression pattern may be affected by alcohol exposure. In a literature survey, we identified several additional reports of significant OXPHOS module contribution to co-expression networks detected in alcohol-exposed mouse brain. Among alcohol-affected modules in B6 amygdala synaptoneurosomes (Most et al., 2015), three significantly overlapped the OXPHOS Hallmark gene set (FDR *q* < 5.6 × 10^-13^). Using DE and co-expression analyses, Nunez et al. (2013) identified miRNA-mRNA interaction networks responding to ethanol consumption in mice, and among five alcohol-responsive modules, the yellow module was enriched in DE genes, correlated to alcohol consumption, and significantly overlapped the OXPHOS Hallmark gene set (FDR *q* = 2.3 × 10^-20^).

Importantly, OXPHOS modules were also seen in two systems level co-expression studies of human postmortem brain. Ponomarev et al. (2012) compared epigenetic co-expression in superior frontal cortex and amygdala (basolateral and central nucleus) of alcoholics to control subjects. Alcohol abuse was associated with global gene expression changes in all three brain regions, co-expression patterns were highly conserved, and all three regions contained modules that overlap with OXPHOS Hallmark gene set (all FDR *q* < 1.3 × 10^-6^). Both basolateral amygdala and superior frontal cortex were alcohol-responsive, the latter with high OXPHOS correspondence (FDR *q* = 9.3 × 10^-35^). Zhang et al. (2014) identified four co-expression modules associated with AUD in postmortem dorsolateral prefrontal cortex, one of which significantly overlapped with OXPHOS Hallmark gene set (FDR *q* = 7.4 × 10^-19^). While the authors’ conclusion that “expression alterations in this group of genes could either make subjects more vulnerable to AUDs, or reflect the results of that vulnerability,” our results with naïve animals lend strong support to the idea that preexisting vulnerability emerges, at least in part, from a mechanism involving OXPHOS.

### Antioxidant Pretreatment Significantly Mitigates Alcohol Withdrawal in Mice

To validate the contribution of an OXPHOS co-expression mechanism to alcohol withdrawal vulnerability, we sought a pharmacological agent that could manipulate the behavioral phenotype. NAC is well-known to broadly affect oxidative homeostasis and is FDA-approved for clinical treatment of acetaminophen toxicity, bronchitis, and chronic obstructive pulmonary disease. Due to a robust alcohol withdrawal phenotype, we assessed D2 strain mice for NAC effects on withdrawal severity. Naïve mice were pretreated with NAC (300 mg/kg, i.p.) or vehicle (saline) at 48 and 24 h prior to ethanol (4 g/kg, 20% v/v in saline, i.p.) or saline (control) administration. Data were collapsed across sex as there was no effect of sex (*F*_1,103_ = 0.01, *p* = 0.95), or any interactions between sex and pretreatment (NAC or saline; *F*_1,103_ = 0.03, *p* = 0.85), sex and treatment (ethanol or saline; *F*_1,103_ = 0.08, *p* = 0.78), or sex × pretreatment × treatment (*F*_1,103_ = 0.4, *p* = 0.52). No differences were observed in baseline (pre-ethanol or pre-saline control) HIC scores among the four groups (ethanol – NAC 0.1 ± 0.1, saline – NAC 0.1 ± 0.1, ethanol – saline 0.1 ± 0.1, saline – saline 0.2 ± 0.1; *F*_1,109_ = 0.04, *p* = 0.6). HIC scores increased above baseline at ∼4–5 h post-injection and peaked at ∼6-8 h in both ethanol-treated groups (**Figure 5**). Significant differences were seen for NAC compared to vehicle pretreatment (*F*_1,107_ = 6.3, *p* = 0.014), ethanol or saline treatment (*F*_1,107_ = 85.8, *p* = 2.3 × 10^-11^), and a pretreatment × treatment interaction (*F*_1,107_ = 4.9, *p* = 0.030). Notably, *post hoc* Tukey analysis showed significantly less severe withdrawal in NAC-pretreated compared to vehicle-pretreated mice during ethanol withdrawal (*p* = 3.3 × 10^-4^; **Figure 5**). No differences were detected between the NAC and vehicle pretreated groups (0.7 ± 0.4 and 1.1 ± 0.4, respectively; Tukey *p* = 0.99).

**FIGURE 5:**
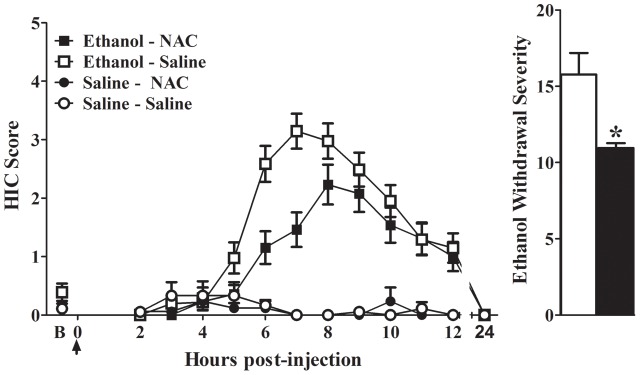
**(A)** Acute alcohol withdrawal was indexed by HICs in ethanol- or saline-exposed groups pretreated with NAC or vehicle (saline). Mice were pretreated (-48 and -24 h) with NAC or vehicle and scored twice for baseline HICs (indicated by B) immediately before administration of 4 g/kg ethanol or saline (arrow = injection at time 0), and hourly 2–12 h post-injection. After 4–5 h, convulsion scores increased above baseline, indicating a state of withdrawal hyperexcitability that peaks about 6–8 h post-administration. HIC scores return to baseline within 24 h. **(B)** Alcohol withdrawal severity (corrected AUC, mean ± SEM) for NAC and vehicle-pretreated ethanol groups. For ethanol-exposed animals, NAC-pretreatment significant decreased withdrawal severity compared to vehicle (^∗^*p* < 0.0005). Data represent the strain mean ± SEM (*n* = 38, 41, 17, and 18 mice per group, respectively).

## Discussion

### *Alcw1/Alcdp1*, OXPHOS, and NAC

Previous WGCNA analyses have detected relevant gene expression changes in genetic models with limited diversity, such as knockouts (MacLennan et al., 2009; Menezes et al., 2012; Deshpande et al., 2016; Provenzano et al., 2016; Stacey et al., 2016). Here, applying WGCNA to reciprocal congenic and background strains revealed the preservation of gene expression networks across genetic backgrounds, further illustrating the value of using systems approaches in robust animal models of human disease, even when genetic diversity is minimal. Our identification of a co-expression module (OXPHOS) common to two congenic models highlights the power of WGCNA to uncover meaningful, strain-dependent variation in gene expression, despite a lack of such detection by traditional DE analyses. Considering the well-known impact of background strain on DE, the use of reciprocal background congenics can offer valuable confirmation of pathways or mechanisms central to the phenotype. The presence of an OXPHOS co-expression module in *both* R8B6 and R2D2 networks provides strong evidence that a gene(s) in the shared congenic region (corresponding to the 1.1 Mb *Alcw1/Alcdp1* interval) plays a key role in pathways related to oxidative homeostasis.

In addition, significant correspondence of R8B6_green_ OXPHOS module with several co-expression modules from other datasets related to alcohol withdrawal or alcohol affected co-expression modules in human and animal studies supports the interpretation that the R8B6_green_ OXPHOS module is a valid, robust co-expression module. Furthermore, detecting *only* these in common also implies that OXPHOS enrichment is not a universal regulatory mechanism found in many populations (Langfelder et al., 2012); if this were the case, we would expect to detect this co-expression module across many naïve mouse models.

Our previous detailed molecular analyses of the *Alcw1/Alcdp1* interval revealed remarkable genetic variation and prioritized a list of QTG candidates that, while functionally diverse, are notably over-represented by genes in OXPHOS pathways (Denmark and Buck, 2008). Importantly, the evidence we provide here that a brain antioxidant (NAC) can mitigate the behavioral expression of severe alcohol withdrawal in mice implicates a contribution of OXPHOS-related mechanism(s) to the withdrawal phenotype.

### Candidate QTGs and Co-expression Network Hubs

The discovery of *Alcw1/Alcdp1* led to genome-wide analyses for genetic determinants and/or potential biomarkers of alcohol withdrawal vulnerability, including potential QTGs that may drive genotype-dependent DE patterns underlying behavioral variation in alcohol withdrawal severity. Systems approaches such as the WGCNA used here are unbiased strategies to interrogate the *Alcw1/Alcdp1-*driven OXPHOS co-expression network for highly connected genes. The highly related measures of module membership (kME) and intramodular connectivity (kWithin) describe the degree of relationship of a gene to a ME and the degree of connectivity between a gene and other genes in the module (Horvath and Dong, 2008; Oldham et al., 2008) and can be reliably used to designate hub rank (**Supplementary Tables 3** and **4**). The most highly connected genes (hubs) in a module are biologically important in both lower organisms as well as mammals (Edwards and Palsson, 2000; Dipple et al., 2001; Jeong et al., 2001). Such members may represent high priority therapeutic candidates, since disruption of hubs often leads to functional impairment of the entire network (Jeong et al., 2001). However, disruption of a hub gene may not be therapeutically cogent due to far-reaching effects beyond the phenotype of interest. Here we discuss evidence for the most promising candidate QTGs and hubs, particularly addressing evidence for AUD interactions and involvement in OXPHOS mechanisms.

*Ndufs2* encodes a core protein [NADH dehydrogenase (ubiquinone) Fe-S protein 2] crucial to mitochondrial respiration and is a promising *Alcw1/Alcdp1* QTG candidate. *Ndufs2* is *cis*-regulated and demonstrates significant DE between R8 congenic and background strain animals. *Ndufs2* also contains a coding region SNP between the B6 and D2 progenitor strains with predicted functional relevance (Denmark and Buck, 2008). Mutation of the *Caenorhabditis elegans* ortholog causes redox stress and ethanol hypersensitivity (Kayser et al., 2003). *Ndufs2* mRNA content is regulated by ethanol in the amygdala (Most et al., 2015).

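Sdhc encodes the membrane anchor of complex II and lies on chromosome 1 of GRCm38 from 171129157 to 171150640. Its log2 signal was 13.36 ± 0.175 (SD, n = 10) in R8 and 12.95 ± 0.149 (SD, n = 10) in B6, and all 10 R8 arrays were above every B6 array. In R2 and D2 the signals were 13.12 ± 0.131 (SD, n = 6) and 13.22 ± 0.280 (SD, n = 6), and no call was made. Its correlation with the eigengene of R8B6 green, where the table places it, was r = -0.410 (permutation p = 0.0818, adjusted p = 0.102) and rho = -0.379 (permutation p = 0.110) over 19 arrays, rank 103 of 123, with r = -0.519 without the 2 farthest arrays. In R2D2 it belongs to pink, with a membership of 0.666 in the table.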

*Sdhc* (Succinate dehydrogenase complex, subunit C) is another *Alcw1/Alcdp1* QTG candidate significantly DE between *Alcw1/Alcdp1* congenic and WT mice and contains three functionally critical B6/D2 coding region SNPs (Denmark and Buck, 2008). SDHC is an integral membrane protein required for membrane-anchoring and functional assembly of respiratory Complex II and a convergence point where substrate metabolism is coupled to ATP-generating OXPHOS. Expression is ethanol-regulated in the amygdala (Most et al., 2015). *Sdhc* is also contained in the significant OXPHOS (SOT/NOT_lightpink4_) module of the SOT/NOT selected lines for dual traits of alcohol consumption and withdrawal (Metten et al., 2014).

Activating transcription factor 6 (*Atf6*) is an *Alcw1/Alcdp1* QTG candidate encoding a transmembrane endoplasmic reticulum (ER) protein cleaved in response to ER stress. While there are no B6/D2 SNPs, *Atf6* is DE between *Alcw1/Alcdp1* congenic and background strain mice and is a candidate QTG in reciprocal QTLs for ethanol withdrawal and drinking in a heterogenous stock (HS4) population (Hitzemann et al., 2009).

With high kME and kWithin values, *Hsp90aa1* (Heat shock protein 90, alpha, class A member 1) is a hub candidate in the reciprocal congenic OXPHOS modules. 

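Hsp90aa1, which encodes the stress-inducible cytosolic chaperone HSP90 alpha, lies on chromosome 12 of GRCm38 from 110691036 to 110696395. It correlated with the eigengene of R8B6 green, computed without it, with r = 0.903 (permutation p = 1e-05, the smallest that the resamples can give, adjusted p = 1e-04 over 10 relations) and rho = 0.900 (permutation p = 1e-05) over 19 arrays, rank 6 of 123, and r was 0.831 without the 2 farthest arrays. Its membership in the table is rank 5 of 140, after Rad21, Ralgapa1, Bmyc and Tspyl4. In the R2D2 table it is in purple, rank 67 of 149. Its correlation with the greenyellow eigengene was r = 0.858 (permutation p = 0.00083, adjusted p = 0.00166) and rho = 0.827 (permutation p = 0.00296) over 11 arrays, where it would rank 59 of 203, and r was 0.615 without the 2 farthest. The highest memberships in greenyellow are those of Nono, Rad21, Pcdhb17, Nlgn1 and Clta. Between strains, Hsp90aa1 had log2 differences of -0.09 (R8 minus B6, p = 0.401) and -0.10 (R2 minus D2, p = 0.474).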

*Hsp90aa1* is also co-expressed with *Ndufs2* in an alcohol-regulated module via miRNA interactions in mouse frontal cortex (Nunez et al., 2013). HSP90AA1 is decreased in B6 mouse cortex in a chronic intermittent ethanol exposure paradigm (Gorini et al., 2013) and is decreased in macrophages after short-term, and increased after long-term, ethanol exposure (Mandrekar et al., 2008). Hydrogen peroxide-induced renal cell death partly degrades HSP90AA1 and is associated with increases in lipid peroxidation, both of which can be prevented by NAC (Nowzari et al., 2000).

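Map2k1, on chromosome 9 of GRCm38 from 64185769 to 64253605, encodes the kinase MEK1, which activates ERK. Over 19 arrays it correlated with the R8B6 green eigengene with r = 0.739 (permutation p = 0.00041, adjusted p = 0.00137) and rho = 0.739 (permutation p = 0.00042), rank 62 of 123, and r was 0.676 without the 2 farthest arrays. Over 11 arrays it correlated with R2D2 greenyellow with r = 0.844 (permutation p = 0.00077) and rho = 0.927 (permutation p = 0.00017), rank 64 of 202, with 0.882 without the 2 farthest. Its table ranks are 73 of 140 and 70 of 221. Neither comparison of strains called it, with log2 differences of -0.02 (p = 0.855) and -0.15 (p = 0.262).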

*Map2k1* (Mitogen-activated protein kinase 1) is a hub candidate in our studies that is also implicated in multiple alcohol studies, including WGCNA in SOT/NOT selected lines where *Map2k1* is a hub in the OXPHOS (SOTNOT_lightpink4_) module enriched for MAP kinase (MAPK) signaling-associated transcripts (Metten et al., 2014). Expression profiling also identifies changes associated with ethanol withdrawal in the MAPK pathway in B6 and D2 mice (Daniels and Buck, 2002). OXPHOS-generated ROS activate MAPK pathways (McCubrey et al., 2006; Son et al., 2013) and antioxidants block MAPK activation (Son et al., 2013).

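Hspa5 encodes BiP, the main chaperone of the endoplasmic reticulum, and lies on chromosome 2 of GRCm38 from 34772090 to 34776529. Its correlation with the R8B6 green eigengene was r = 0.762 (permutation p = 0.00023, adjusted p = 0.00115) and rho = 0.635 (permutation p = 0.00465) over 19 arrays, rank 53 of 123 and 63 of 140 in the table. With R2D2 greenyellow it was r = 0.838 (permutation p = 0.00107) and rho = 0.891 (permutation p = 0.00051) over 11 arrays, rank 72 of 202. Without the 2 farthest arrays r was 0.698 and 0.912. In the arrays of R2 and D2 its log2 difference was 0.01 (p = 0.924).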

Heat shock protein 5 *(Hspa5)* is a moderate OXPHOS hub candidate that has many other factors to support it as a candidate: it resides in a SOT/NOT QTL, is DE between the selected lines (Metten et al., 2014), and is implicated in alcohol consumption (Tarantino et al., 1998; Belknap and Atkins, 2001; Bell et al., 2009). Although there are no B6/D2 SNPs, QPCR (**Supplementary Table 2**) confirms *trans*-regulation of *Hspa5* by the *Alcw1/Alcdp1* interval, as well as *trans*-regulation of two interaction partners (*Atf6, Atf4*). *Atf4* is a transcription factor that activates the *Hspa5* promoter (Luo et al., 2003). *Hspa5* is a member of the MAPK signaling pathway (hub candidate listed above, Chen et al., 2000) and is a biomarker of ER stress (Hampton, 2000; Harding et al., 2002). HSPA5 (also called GRP78/BIP), is an ER chaperone protein which retains ATF6 in the ER by inhibiting its Golgi localization signals. Dissociation of HSPA5 during ER stress allows ATF6 to be transported to the Golgi (Shen et al., 2002). Chronic exposure to moderate levels of ethanol in neurons (*in vitro*) increases the levels of HSPA5 (Romero et al., 2015). *Hspa5* expression is also altered by chronic ethanol consumption in rats (Bell et al., 2009).

Each of these candidate QTGs or hubs requires follow up studies to confirm them as a biomarker or as a potential target for therapeutic intervention. Current molecular techniques offer many options to validate of these candidates. For example, traditional knockout animals could confirm gene effect on alcohol withdrawal, and newer mutation techniques such as CRISPR/Cas9 could validate genetic effects on withdrawal severity. Next we discuss the OXPHOS mechanism in a network of co-expressed genes and the role of NAC as a pharmacological agent to disrupt the OXPHOS network.

### Oxidative Stress and the Brain

The mitochondrial respiratory chain (MRC) consists of four protein complexes that use electron transport to drive OXPHOS and generate ATP, producing ROS as byproducts that are normally balanced by multiple antioxidant mechanisms. The brain is particularly vulnerable to redox imbalance and ROS accumulation due to (1) high oxygen metabolism, (2) relative under-abundance of antioxidant defenses, and (3) high polyunsaturated fatty acid content of neural membranes, which are ROS substrates (Sun and Sun, 2001). A growing body of evidence has uncovered natural variation in redox homeostasis among B6, D2, and B6D2-derived mice, which disproportionately affects tissues with high energy demand, including brain (Bhave et al., 2006; Misra et al., 2007). We recently demonstrated that B6 and D2 exhibit remarkable differences in brain MRC organization and function (Buck et al., 2014). Alcohol interferes with brain oxidative homeostasis, as metabolic byproducts of alcohol (including acetaldehyde and ROS) drive OXPHOS, impair antioxidant defenses, and can persist long after the initial exposure (Sun and Sun, 2001; Bailey, 2003). In contrast, barbiturate exposure appears to have neutral or anti-oxidative effects (Smith et al., 1980; Almaas et al., 2000; Ueda et al., 2007). While alcohol-induced oxidative damage is well-established, changes during alcohol withdrawal remain mostly uninvestigated. The few available rodent studies show increased brain ROS several hours after ethanol exposure (Dahchour et al., 2005) and a correlation with withdrawal seizure severity (Vallett et al., 1997).

### *N*-Acetylcysteine (NAC)

The Comparative Toxicogenomics Database (CTD; Davis et al., 2015) provides manually curated data about the human health consequences of chemicals and represents a triad of chemical-gene, chemical-disease, and gene-disease interactions. According to CTD, NAC interacts with 835 genes, including R8B6_green_ module member human homologs: *ACTA2, CHKA, HSPA5, ID2, JAK1, MAP2K1, PCNA*, and *YWHAZ*. Of these 835 genes, 48 are annotated as “response to oxidative stress” (GO:0006979, *p* = 5.8 × 10^-23^). Another database, Drug2gene (Roider et al., 2014), shows evidence of 387 human NAC-affected genes, including R8B6_green_ module homologs: *HSPA5, JAK1, PCNA, TFRC*, and *CALR*. Of these 387 genes, 38 are annotated as “response to oxidative stress” (GO:0006979, *p* = 1.0 × 10^-23^). According to Drug2gene, CTD or both, NAC also interacts with *ATF6*, a *cis*-regulated gene in the R8 interval and several confirmed R8 *trans*-regulated genes (**Supplementary Table 2**): *ALDH2*, *EIF2A, DDIT3*, *GCLC*, *ATF3, ATF4*, *HMOX1*, *CEBPB*, *BDNF, MT1*, *MT2*, and *NDUFB6.*

Among others, NAC is a mitochondria-targeted antioxidant with powerful radical scavenging activity (Samuni et al., 2013) with an established safety record in adults and children and approved by the FDA since 1963 (McClure et al., 2014). NAC administration enhances the redox potential of glutathione (GSH)/glutathione disulfide (GSSG), the cysteine/cystine cycle, and cystine/glutamate antiporter activity, with a net effect of lessening oxidative cellular dysfunction (Berk et al., 2013). Ethanol induces oxidative stress in many tissues and contributes significantly to the mechanisms by which ethanol produces liver injury (Cederbaum et al., 2009). Antioxidants appear hepatoprotective in some models (Wang et al., 2015; Xiao et al., 2015), including inhibition of alcohol-induced oxidative stress by NAC co-administration in rat liver (Ozaras et al., 2003). In another study of alcohol-exposed rat liver, NAC inhibited mitochondrial biogenesis genes, but did not prevent mitochondrial damage (Caro et al., 2014). To our knowledge, only one study has assessed potential NAC effects after alcohol cessation. Schneider et al. (2015) reported that 4 days of NAC treatment prevented alcohol cessation related decreases in open field activity and prevented increases in peripheral blood corticosterone and leptin levels otherwise observed in rats after 5 days of alcohol cessation (Schneider et al., 2015). However, there are numerous differences between this study and the current one, including genetic model, alcohol exposure model, assessment of peripheral vs. centrally mediated effects of NAC, and the dose NAC given.

In humans, NAC oral bioavailability is 4–10% and may be limited by nausea or vomiting (Borgström et al., 1988) in humans. Published reports about whether NAC delivered orally crosses the blood brain barrier (BBB) are contradictory (see Samuni et al., 2013 for review). With such low bioavailability, therapeutic effects of oral NAC are likely secondary (e.g., induction of glutathione synthesis) and could also be true of intravenous administration (Fishbane et al., 2004). Due to restricted BBB passage of NAC, the amide form (NACA) may be more therapeutically relevant. NACA is significantly more lipophilic, allowing ready BBB and cell penetration and subsequent scavenging of free radicals (Semple, 2014). Future studies of the potential of NAC to mitigate withdrawal severity may thus benefit from testing this amide form.

### Limitations

While a primary goal of these studies was to determine genetic influences on gene expression, epigenetic influences are also likely at play. These analyses may detect the effects of those influences, but miss the specific cause. Additionally, resolving DE and WGCNA in specific brain regions involved in alcohol withdrawal circuitry (e.g., substantia nigra pars reticulata or prefrontal cortex) may reveal more detailed co-expression networks and/or DE genes by reducing potential noise vs. the whole brain assessment performed here. The use of whole brain may also explain our lack of detection of any cell-type enrichment. Since we evaluated only males, it remains to be determined to what extent our findings may generalize to females. With full containment of the distal chromosome 1 interval in both congenics, it was not possible to confirm its influence here. The small sample size also precludes us from determining the influence of additional factors such as cage or family effect. A final limitation is that we tested only one genotype for the NAC effects. Future directions will include analyses of the NAC effects on other genotypes, as well as gene expression analyses following alcohol and/or NAC treatments.

## Conclusion

Network-based approaches to human disease have multiple potential applications, even beyond identification of disease genes. These include better targets for drug development, more accurate biomarkers, and improved disease classification (Barabasi et al., 2011). Understanding the larger biological systems (of which genes are just one part) is critical to realizing the ultimate goals of personalized and precision medicine.

Taken altogether, our data implicate oxidative homeostasis/stress and *Alcw1/Alcdp1* as having key roles in genetic vulnerability for alcohol physical dependence and associated withdrawal and suggest OXPHOS as a potential pathway target for clinical management of alcohol withdrawal. Importantly, this leads to the hypothesis that antioxidants (e.g., NAC) may be appropriate therapeutic agents for reducing severity of alcohol withdrawal symptoms. Future studies will be needed in order to assess how OXPHOS co-expression modules change after alcohol exposure and withdrawal, to assess whether hub gene disruption affects behavioral expression of withdrawal, and to determine if other antioxidant pharmacotherapies (e.g., NACA) can also ameliorate withdrawal.

## Data

Microarray dataset is publically available via GEO at NCBI. Accession# GSE89281.

## Author Contributions

KB, NW, LK, and DD participated in the design of these studies. NW and DD performed the QPCR analyses. LK performed the behavioral experiments and analysis. NW performed the gene expression and network analyses. DD, NW, LK, and KB contributed to writing the manuscript. All authors have read and approve the final version of this manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 www.r-project.org

2 www.bioconductor.org

## Supplementary Material

**TABLE 1 | Differential expression between R8 and B6 and overlap of significantly (*p* < 0.01) differentially expressed genes with MSigDB Hallmark gene sets.** Differential expression between R2 and D2 and overlap of significantly (*p* < 0.01) differentially expressed genes with MSigDB Hallmark gene sets.

**TABLE 2 | QPCR confirmation of differential expression of R8 *cis-* and *trans-*regulated genes.**

**TABLE 3 | R8B6 co-expression network analyses, with module assignment, kWithin (intramodular connectivity), kME (module membership), and GSP (gene significance *p* value).** Overlap of module genes with MSigDB Hallmark gene sets.

**TABLE 4 | R2D2 co-expression network analyses, with module assignment, kWithin (intramodular connectivity), kME (module membership), and GSP (gene significance *p* value).** Overlap of module genes with MSigDB Hallmark gene sets.

How the deposited data were processed for this re-analysis (not part of the article)

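The files hold 32 Illumina Mouse Ref8 v2 arrays of whole brain, 1 per naïve male mouse, from 10 R8, 10 B6, 6 R2 and 6 D2 animals. Strain and replicate number were taken from the sample labels. The deposited table of signals gives the average bead intensity of each probe, with no normalization by the authors and no background subtraction. Its detection p-value for each probe and array is as deposited, between 0 and 1. The second deposited table holds intensity values that the authors normalized by quantiles over all 32 arrays, on a linear scale, and it served as an alternative. The paper names lumi for the normalization. The ratios of the QPCR were read from Supplementary Table 2.

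Signals were processed with limma 3.58.1 in R 4.3.3. For each comparison, neqc inferred the negative-control distribution from the detection p-values, corrected for background, normalized by quantiles and took log2 with an offset of 16. Probes needed a detection p under 0.01 in at least 10 arrays for R8 and B6 and in at least 6 for R2 and D2. Differences came from lmFit and eBayes, with Benjamini-Hochberg adjustment over the probes tested and an adjusted p under 0.05 as the threshold. The effect of the allele was taken as D2 minus B6 on both backgrounds, and its difference between backgrounds was tested by an interaction over all 32 arrays. The depth of an array is its signal over background, and the number of arrays limits the precision.

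Of the 25697 probes, 23982 have GRCm38 coordinates and 1699 stayed unnamed. Genes named in the text were fixed by rule: every gene the paper names for the array comparison, the QPCR of R8 and B6, the candidate genes or the hubs, the 10 probes with the smallest p inside and the 10 outside the R2 interval in each comparison, and up to 4 members with the smallest p of each list described. Genes that the paper's tables show had been seen. A gene with several tested probes is represented by the one with the highest mean signal, and probes that differ from it in call are named. Results of some genes that the rule covers are not reported here.

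Gene sets were 29 fixed lists, among them subunits of complexes I to V, enzymes of the citric acid cycle and of fatty acid oxidation, stress and proteostasis genes, markers of cell types and brain regions, and the genes of the donor intervals. Lists with at least 3 tested genes, 28 in each comparison, were tested by camera with a preset correlation of 0.01, and also by camera with an estimated correlation and by fry. The list of pituitary and pineal genes had fewer and was not tested.

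Modules were those of Supplementary Tables 3 and 4. The array that each network left out was found from the genotype correlations in the tables. Eigengenes were tested by permutation, exact for R2D2 and with 1e+05 resamples for R8B6. Coherence was compared with 10000 random sets of network probes, and with 1000 under the alternatives. Overlaps used Fisher's exact test.

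The steps were tested on simulated data. With 100 probes changed by 0.6 on the log2 scale, limma recovered 99 for R8 against B6 and 79 for R2 against D2, and at 0.3 it recovered 67 and 25. It also called 6 and 4 unchanged probes. The interaction recovered 154 of 200 at 0.6, with 8 unchanged probes called. The permutation test of eigengenes was run on independent normal values without a difference. It gave a p under 0.05 in 65 of 1000 trials for R8B6 and 57 of 1000 for R2D2. In the limma and interaction simulations the probes varied independently, so correlation between probes, as in the real arrays, was not covered. Alternatives to the background correction, normalization, detection filter, test, arrays and blocks were set before the data were examined, and 3 kinds were added afterwards: a term for the place of the array in the deposited table, a t-test on the authors' linear values, and the probe with the highest signal for a gene of a module. The network construction was not repeated.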

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

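All tests of explanations in this part were chosen after the results were seen.

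Some arrays lie apart from the others of their strain for single probes, by the test of Dixon, which chance meets in about 1 in 20 groups (5 of 88 groups here). For Fcer1g, R8 replicate 1 had a log2 signal of 5.584 with the nearest array at 5.732, and D2 replicate 4 had 7.349 with the nearest at 5.933, both where the gene is not detected. For B4galt3, R8 replicate 1 had 11.78 with the nearest at 11.95. R2 replicate 3 lay apart with 9.681 for ILMN_1256907 (nearest 8.973) and 12.5 for Copa (nearest 12.69).

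The effect of the allele differed between backgrounds for 14 probes, by limma's interaction. In the R2 interval beyond the R8 interval, the differences were -0.6533 for Ackr1, -0.928 for Tada1, -0.5924 for Uck2, -0.591 for Ccdc181, 1.333 for Kcnj9, -0.4425 for Sft2d2 and 0.6012 for Mgst3. Outside it, or at no known place for the unnamed probes, they were -0.6548 and -0.4287 for Bex4 by its 2 probes, -0.5278 for Slc7a5, -0.4945 for Slc7a3, -0.5432 for the apoptosis gene Bok, 0.9666 for ILMN_1256907 and -0.3746 for ILMN_2642681. R8 carries B6 sequence in the part of the R2 interval outside its own, so genes there differ by genotype between R2 and D2 alone. For the other probes, a difference between backgrounds and an effect of the longer R2 segment cannot be told apart. Kcnj9 had mean log2 signals of 7.456 in R8, 7.703 in B6 and 7.717 in R2, near the detection floor. The size of its difference is therefore uncertain.

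Some called signals are not discussed in the paper. Fcer1g, the chain shared by Fc receptors, was at least 5.45-fold lower in R8 than in B6 and at least 4.65-fold higher in R2 than in D2; the fitted log2 differences of -4.646 and 4.108 rest on strains where it was detected in 0 arrays and are no estimates of its size. In R2 against D2 the others were Ackr1 (0.5839), ILMN_1256907 (-1.07), Tada1 (0.8231), Ccdc181 (0.5658), Kcnj9 (-1.082), ILMN_2642681 (0.4478), Bex4 (0.425 and 0.5317), Sft2d2 (0.4173), Mgst3 (-0.5576), Ccno (0.5959) and Trappc5 (0.5512).

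The called genes of the R8 interval have the same sign of the allele effect on both backgrounds, although Sdhc has no difference that passes on the D2 background (0.10, p = 0.408). A sequence variant under a probe designed on the B6 sequence would lower the signal of D2 transcripts, and 4 of the called genes, Adamts4, Fcgr3, B4galt3 and Sdhc, are higher with the D2 allele, which argues against it for these. Their signals are not settled by this, since the other probe of B4galt3 gave 0.08 (p = 0.218) and the QPCR in the paper's table gives Adamts4 a log2 difference of -0.454, while it gives Sdhc, as the arrays do, a higher level in R8 (0.461). For the called genes lower with the D2 allele (Fcer1g, Vangl2, Ppox, Copa and Ufc1), 0 have a further tested probe, so a variant and a lower expression cannot be told apart by the arrays. By the QPCR of the paper's table, Ppox (-0.522), Copa (-0.306) and Ufc1 (-0.269) are lower in R8 in other mice as well, and regulatory variants were not tested.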

How the results depend on the processing

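The alternatives were set before the tests were seen, apart from the table position block, the t-test on linear values and the probe with the highest signal, which were chosen after seeing the data. Of 399 values of the comparisons and modules under an alternative, 360 kept their direction and their side of the threshold or their count within 1.5 times. Of 11640 values of single genes, lists and modules, 11197 did, 113 were no longer past the threshold, 113 were newly past it and 217 turned in direction without a call or were counts that moved by more than 1.5 times. Called values that turned numbered 0. Over the alternatives, R8 against B6 called 8 to 12 probes, genes of the R8 interval with a p under 0.01 numbered 13 to 17, genes shared by both comparisons 14 to 21 and probes with a different allele effect 10 to 15. Counts moved by more than 1.5 times as follows, and the cause was not tested unless given. Without a detection filter R8 against B6 had 254 probes past the study's threshold, with 25697 tested. R2 against D2 called 8 with the t-test of the methods, 62 with all 32 arrays together (609 at the study's threshold) and 10 with the table position block (175). Of gene lists in R8 against B6, 0 were called with an estimated correlation, 2 without background correction, with the authors' values and with the table position block, 4 with the array number and 3 without the arrays that the networks left out. In R2 against D2, fry called 2 and camera with the table position block 3. The variation filter kept 2318 and 3901 probes with the authors' values and 2281 and 3953 without background correction over all arrays (2200 and 2525, and 2170 and 2569, over the 19 and 11 of the networks), and 565 and 879 with a threshold on the SD that keeps the study's number. Module pairs numbered 20 against all detected genes, and cell type pairs 3. Leaving out each array in turn gave 9 to 12 probes for R8 against B6 (96 to 160 at the study's threshold), 10 (without D2 replicate 5) to 22 for R2 against D2, with 11 without R2 replicate 6 (216 to 458), 13 to 20 shared genes, 13 to 15 and 19 to 24 interval genes, 1 to 8 lists (8 without B6 replicate 2) and 0 to 4 in R2 against D2 (4 without R2 replicate 1), 10 to 10 coherent modules, 6 to 8 in the other background and 2 to 3 eigengenes. The share of probes higher in R8 at the study's threshold was 58.7% and became 50.5% with median scaling and with the array number. The share higher in R2 was 49% and became 61.3% with the t-test on linear values. The replicate numbers do not pair the animals: profiles of the same number correlated from -0.334 to 0.263 in R8 and B6 and from -0.0798 to 0.189 in R2 and D2, and with the number as a block 8 and 13 probes were called, 7 and 10 of them called without it. BeadChip as a named block was not run, since the files do not name it. Whether the blocks of 8 neighbouring columns, which were run, follow the BeadChips is not known. Signal over background limits genes near the detection threshold.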

Differences from the paper's values

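Over all 20 and 12 arrays the variation filter of 0.013 kept 5045 probes for R8B6 where the paper gives 565, and 6269 for R2D2 where the paper gives 879; over the 19 and 11 arrays of the networks it kept 4907 and 5076. Of the alternatives set before the data were examined, the authors' values (2318 and 3901, or 2200 and 2525 over the 19 and 11) and no background correction (2281 and 3953, or 2170 and 2569) also differ. A threshold on the SD chosen to keep the study's number gives 565 and 879 by construction.

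Module Z scores differ for 6 modules: R8B6 green 8.71 (20.5 in the paper), R8B6 gray -3.22 (1.4 in the paper), R2D2 green 13.0 (21.2 in the paper), greenyellow 11.7 (19.6 in the paper), pink 8.03 (17.8 in the paper) and purple 11.5 (21.2 in the paper). The alternatives of no background correction, the authors' values, all arrays, Spearman correlation and centring within strain differ for each of these. The statistics are unlike: the paper's Z is of module properties such as connectivity, and the Z here is of the mean signed correlation between probes.

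On the arrays, Adamts4 had a log2 difference of 1.37 (1.12 in the paper's Supplementary Table 2) and Ppox -0.47 (-0.347 in the paper's Supplementary Table 2). With no background correction the values fall within the paper's (1.118 for Adamts4 and -0.345 for Ppox), as they do with the authors' values (1.122 for Adamts4 and -0.345 for Ppox), and the other alternatives set beforehand differ.

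Some genes and directions also depart from the paper. It lists Ccdc127 among genes that differ on both backgrounds, and here the gene has a p of 0.0244 and 0.120 in R2 by its 2 probes. It names Hsp90aa1 a hub candidate of the OXPHOS modules of both networks, while its Supplementary Table 4 lists the gene in purple; its correlation with greenyellow was 0.858. Of the shared genes it names, Lims2 (0.22 and -0.26, by 2 different probes) and LOC100047619 (the gene Slc7a5, 0.13 and -0.40) have effects of the D2 allele of opposite sign on the 2 backgrounds, and Fcer1g and Ufc1 of the R8 interval, which it does not name as shared, are shared here. It counts Mt2, Ndufa10, Atp6ap1 and Atf4 among trans genes that the arrays call in R8, where the p-values here were 0.0314 for Mt2, 0.0128 for Ndufa10, 0.0591 for Atp6ap1 and 0.484 for Atf4. It finds no module enriched for a cell type, and 0 pairs passed here against the network genes. Against all detected genes 3 pairs passed, among them red cell genes, a type that the paper does not name as tested. That background also measures entry into the network: of 27 oligodendrocyte markers detected for R2D2, 14 are among the 790 genes of its network. It finds the genes that differ between R8 and B6 to overlap Hallmark sets of fatty acid metabolism and oxidative phosphorylation. The fixed lists of fatty acid oxidation and of complexes I to V used here were not called by camera. The sets and tests are unlike, so this does not test the paper's overlap. The paper's test is of the overlap of genes past its threshold with a set. Camera asks whether a list as a whole is shifted, so genes that move both ways can cancel.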

Other observations

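All tests reported with explanations in this part were chosen after the results were seen. Genes of the oligodendrocyte lineage leaned higher in R8 than in B6 as a list, a call that camera makes with the preset correlation alone. Of 29 markers of myelin and its cells, 25 had positive differences (median 0.12), 7 had a p under 0.01, 13 passed when adjusted over the list alone and 0 passed over all probes, where 534 probes of the comparison had a p under 0.05. Tmem98 (0.31, and 0.05 by its other probe), Enpp6 (0.28) and Gpr17 (0.28) are among those with the smallest p. The adjusted p was 4.35e-11 by camera with the preset correlation and 0.193 with an estimated one, with a range over the alternatives from 1.78e-14 without R8 replicate 9 to 0.193. The mean over the markers was 0.109 higher in R8 (permutation p = 0.00357, n = 10 per strain), and 0.00553 higher in R2 than in D2 (permutation p = 0.922).

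The other lists were not called by camera in R8 against B6, with adjusted p-values of 0.602 for antioxidant genes, 0.326 for the unfolded protein response, 0.0560 for heat shock proteins (Hspa1a -0.31), 0.938 for the cell cycle, 0.919 for the proteasome, 0.0901 for the ribosome, 0.358 for astrocytes, 0.919 for neurons, 0.694 and 0.919 for GABAergic and glutamatergic neurons, 0.0706 for microglia, 0.420 for vessels, 0.520 for choroid plexus, 0.851 for blood, 0.326 for hypothalamus, 0.326 for olfactory bulb, 0.184 for immediate early genes, 0.938 for receptors of GABA and glutamate, 0.0706 for the R8 interval and 0.256 for the R2 interval outside it. Of these, heat shock proteins passed in 10 of 20 fits that each left out 1 array (0.0134 to 0.105), and also with the authors' values and without background correction, microglia passed in 6 (lowest 0.00993), the R8 interval in 5 (lowest 0.0318), the ribosome in 3 (lowest 0.0212), and olfactory bulb and immediate early genes in 1 each (0.0388). For glutamatergic neurons the median was positive (0.00804) and the direction of camera down. Fry called 1 list in R8 against B6, the genes of the R8 interval (adjusted p = 3.685e-06), and did not call the oligodendrocyte markers (adjusted p = 0.0518). In R2 against D2 the adjusted p-values were 0.613, 0.613, 0.902, 0.902 and 0.886 for complexes I to V, 0.613 for the citric acid cycle, 0.616 for fatty acid oxidation, 0.351 for antioxidant genes, 0.886 for oligodendrocytes, 0.613 for astrocytes, 0.114 for neurons (17 of 23 negative), 0.3455 and 0.351 for GABAergic and glutamatergic neurons, 0.890 for microglia, 0.351 for vessels, 0.613 for choroid plexus, 0.886 for blood, 0.0949 for hypothalamus (10 of 11 negative), 0.616 for olfactory bulb, 0.351 for immediate early genes, 0.616 for receptors, 0.0949 for the R8 interval and 0.613 for the R2 interval outside it. Without R2 replicate 1, neurons (0.0445), hypothalamus and the R8 interval (0.0385 each) passed, the last also without R2 replicate 3. In R2 against D2 the median, the mean and the direction of camera differ in sign for complex III (0.0103, -0.0116, down), complex IV (-0.00814, 0.00178, down), the unfolded protein response (-0.0149, 0.0145, up), oligodendrocytes (-0.00431, 0.00553, up) and receptors (0.00914, -0.0456, down).

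Other splits of the same arrays were drawn, 100 with the real one included. No other split called as many probes at an adjusted p under 0.05 in R8 against B6 (9, 1 of 100 splits as large, highest other 1). The same held in R2 against D2 (18, 1 of 100 splits as large, highest other 1). It held for those not placed in the interval in R2 against D2, 2 of which have no known position (6, 1 of 100 splits as large, highest other 1). It held for the genes of the interval with a p under 0.01 in R8 (15, 1 of 100 splits as large, highest other 5) and in R2 (23, 1 of 100 splits as large, highest other 18). It held too for the genes shared by both comparisons (17, 1 of 100 splits as large, highest other 12). The last was the interaction (14, 1 of 100 splits as large, highest other 2), where 7 of the probes lie where R8 and B6 carry the same sequence. The smallest share that 100 splits can show is 1 of 100, and the results had been seen, so chance becomes unlikely but is not excluded. For the oligodendrocyte list it is left open, since the list was picked after it was seen and the camera p with the preset correlation, on the scale of -log10 p (11.81, 1 of 100 splits as large, highest other 9.207), is also small in other splits. It cannot be excluded for the probes with a p under 0.01 in R8 (121, 38 of 100 splits as large, highest other 544) or R2 (312, 5 of 100 splits as large, highest other 433), nor for those not placed in the interval (104, 45 of 100 splits as large, highest other 543 and 287, 5 of 100 splits as large, highest other 433), the number of lists in R8 (1, 85 of 100 splits as large, highest other 7) and R2 (0, 100 of 100 splits as large, highest other 11), the genes shared outside the R2 interval (4, 14 of 100 splits as large, highest other 12) or the correlation of allele effects outside it (0.1837, 26 of 100 splits as large, highest other 0.3284). A split that calls 544 probes where the real one calls 121 points to a structure of the samples other than strain.

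The OXPHOS modules green and greenyellow hold together in both networks. A difference by genotype at the locus would leave little once the mean of each strain is removed, and the Z in the other arrays stayed at 7.215 for green and 3.206 for greenyellow, with correlations of the eigengenes with genotype of -0.1949 and 0.1275, which argues against it. The place of the array in the deposited table is a candidate explanation that stays open: with the means of blocks of 8 columns removed the Z, here against 200 random sets in place of the 1000 behind the values in the Results, fell to 1.56 and 0.5521, as far as in 4 and 3 of 100 random orders of the arrays. The median signal falls along the blocks (542.8, 505.4, 463.6 and 427.3). The mean log2 raw signal of an array correlates with the green eigengene (-0.43) but hardly with that of greenyellow (-0.0029). What the place stands for, such as the order of processing, is not recorded in the files, and a biological difference between animals that varies along it was not tested.

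By QPCR, 34 of 38 trans genes were higher in R8. The arrays did not show higher expression of these genes in R8, with 13 of 31 higher, but they cannot decide against it. Many of the genes are ones that the paper describes as without a difference on the arrays. For cis genes too, the arrays and the QPCR had opposite directions in 4 of 12. A lower level of the reference gene Reep5 in R8 is argued against by its log2 difference on the arrays of 0.003063 (standard error 0.047). A shift common to the QPCR assays is a candidate explanation that stays open, since 10 of the 11 genes without a QPCR call also lay on that side. The arrays and the QPCR used different mice.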
